# Diesel Exhaust Particle (DEP)-induced glucose intolerance is driven by an intestinal innate immune response and NLRP3 activation in mice

**DOI:** 10.1186/s12989-023-00536-8

**Published:** 2023-07-03

**Authors:** Angela J. T. Bosch, Theresa V. Rohm, Shefaa AlAsfoor, Andy J. Y. Low, Zora Baumann, Neena Parayil, Faiza Noreen, Julien Roux, Daniel T. Meier, Claudia Cavelti-Weder

**Keywords:** Air pollution, Diesel exhaust particles, Gut exposure, Glucose metabolism, Metabolic disease, Gastrointestinal tract, Innate immune response, Macrophages, NLRP3, IL-1β

## Abstract

**Background:**

We previously found that air pollution particles reaching the gastrointestinal tract elicit gut inflammation as shown by up-regulated gene expression of pro-inflammatory cytokines and monocyte/macrophage markers. This inflammatory response was associated with beta-cell dysfunction and glucose intolerance. So far, it remains unclear whether gut inflammatory changes upon oral air pollution exposure are causally linked to the development of diabetes. Hence, our aim was to assess the role of immune cells in mediating glucose intolerance instigated by orally administered air pollutants.

**Methods:**

To assess immune-mediated mechanisms underlying air pollution-induced glucose intolerance, we administered diesel exhaust particles (DEP; NIST 1650b, 12 µg five days/week) or phosphate-buffered saline (PBS) via gavage for up to 10 months to wild-type mice and mice with genetic or pharmacological depletion of innate or adaptive immune cells. We performed unbiased RNA-sequencing of intestinal macrophages to elucidate signaling pathways that could be pharmacologically targeted and applied an in vitro approach to confirm these pathways.

**Results:**

Oral exposure to air pollution particles induced an interferon and inflammatory signature in colon macrophages together with a decrease of CCR2^−^ anti-inflammatory/resident macrophages. Depletion of macrophages, NLRP3 or IL-1β protected mice from air pollution-induced glucose intolerance. On the contrary, Rag2-/- mice lacking adaptive immune cells developed pronounced gut inflammation and glucose intolerance upon oral DEP exposure.

**Conclusion:**

In mice, oral exposure to air pollution particles triggers an immune-mediated response in intestinal macrophages that contributes to the development of a diabetes-like phenotype. These findings point towards new pharmacologic targets in diabetes instigated by air pollution particles.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12989-023-00536-8.

## Background

Air pollution has emerged as an unexpected risk factor for diabetes in many epidemiological [1–6] and rodent studies [7, 8]. Previously, we found that gut and lung exposures have distinct metabolic outcomes [9]. Lung exposure to air pollutants leads to lung inflammation, hypercholesterinemia and increased liver lipids. Besides also increasing liver lipids, gut exposure to air pollutants specifically impairs beta-cell secretory capacity, potentially instigated by an inflammatory milieu in the gut [9]. Exposure of the gut to air pollutants can occur through mucociliary clearance from the upper airways and contamination of food and water with pollutants [10, 11]. The observed higher incidence of gastrointestinal tract diseases further highlights the clinical significance of air pollutants impacting the gastrointestinal tract [12–14].

The gut constitutes the largest reservoir of immune cells in the body with intestinal macrophages being the most abundant leukocytes in the healthy gut [15]. Intestinal macrophages are not a homogenous cell population, but consist of distinct subpopulations that follow a specific differentiation trajectory [16, 17]. They originate from monocytes that enter the mucosa in a CCR2-dependent manner and differentiate through a series of intermediaries to give rise to mature macrophages. First, they adopt a CCR2^+^ pro-inflammatory phenotype and then gradually lose their inflammatory phenotype to become CCR2^−^ anti-inflammatory/resident macrophages [16, 17]. Intestinal macrophages have been shown to reach into the gut lumen to sample luminal contents [18]. Their physiological role is to shape host-microbiota symbiosis, manage gut inflammation [19–21], cross talk with T cells [22, 23], and facilitate wound repair [24].

Besides the healthy steady state, intestinal macrophage subpopulations have been studied in different disease states. For example, in inflammatory bowel disease (IBD) such as Crohn’s disease and ulcerative colitis, the normal differentiation trajectory is disrupted as intestinal macrophages retain their immature CCR2^+^ pro-inflammatory phenotype instead of differentiating into CCR2^−^ anti-inflammatory/resident macrophages [17, 19, 25]. It has been suggested that the resultant inflammatory shift is due to enhanced monocyte recruitment [26] and/or abnormal macrophage differentiation [19, 27] and potentially mediated by genetic variants [28]. Interestingly, patients with IBD have a 50% higher risk of type 2 diabetes compared to the general population, which cannot be explained by detection bias or corticosteroid exposure [29]. Besides IBD, CCR2^+^ pro-inflammatory intestinal macrophages are also increased in infectious disease mouse models, where they have been linked to beneficial responses in host defense [30, 31]. Additionally, an intestinal immune cell-microbiota crosstalk has been proposed to affect outcomes associated with metabolic syndrome [32]. We recently found a shift towards more CCR2^+^ pro-inflammatory intestinal macrophages in mice fed a high-fat diet (HFD) [33]. Colon-specific macrophage depletion by intrarectal clodronate liposomes improved glucose tolerance, hence demonstrating a link between colon macrophages and glucose metabolism [33]. Likewise, genetic depletion of intestinal macrophages by an epithelial specific Ccl2-/- mouse model was also associated with improved glucose tolerance and insulin sensitivity [34]. These findings of an obesity-related innate immune response in the mouse gut are of high clinical relevance as pro-inflammatory intestinal macrophages were also increased in obese individuals compared to non-obese controls [35]. Thus, air pollution particles reaching the gut could potentially mount a specific immunological response in the gut and thereby mediate a diabetic phenotype.

To our knowledge, the role of intestinal immune cells has not been studied in the context of air pollution-induced diabetes. To study whether air pollution particles exert their metabolic outcomes via immune-mediated pathways, knockout and pharmacological models that target either innate or adaptive immunity can be used. For example, CCR2-/- mice have a defective C-C chemokine receptor 2, which is a cognate MCP-1 receptor and regulates CCR2-dependent monocyte recruitment [36]. An alternative approach to deplete tissue macrophages pharmacologically is by manipulating the colony stimulating factor 1 (CSF1) or its receptor CSF1R, which promote proliferation, differentiation and survival of macrophages [37]. On the other hand, Rag-/- mice can be used to examine the role of adaptive immune cells as these mice lack mature lymphocytes [38]. The aim of our study was to study the immunological changes in the gut upon gavage with diesel exhaust particles (DEP) and – by using the above-mentioned mouse models – to elucidate a potential link between an immune-mediated response and the development of diabetes. A better understanding of the pathophysiological underpinnings of air pollution-induced diabetes is crucial to develop prevention and treatment strategies that could have an enormous public health potential.

## Results

### Gut exposure to DEP induces an inflammatory innate immune response in the gut

We previously showed that oral exposure to air pollutants resulted in an insulin secretory defect, potentially instigated by an inflammatory milieu in the gut [9]. To characterize the immune response triggered by air pollutants in the gut, we exposed mice on standard diet to diesel exhaust particles (DEP, 12 µg/day) or PBS (phosphate-buffered saline; control) by gavage and performed flow cytometry of intestinal immune cell populations (Fig. 1A, Additional File 1: Figure S1). Intestinal macrophages differentiate from recruited monocytes first into CCR2^+^ pro-inflammatory and then to CCR2^−^ anti-inflammatory/resident macrophages to maintain tissue homeostatic functions [17, 19]. Upon oral DEP exposure, we found a decrease of colonic CCR2^−^ anti-inflammatory/resident macrophages resulting in a relative increase in CCR2^+^ pro-inflammatory macrophages (Fig. 1B), indicative for an altered macrophage differentiation in the gut. As macrophage differentiation depends on the aryl hydrocarbon receptor (Ahr) [39] and the gene of its negative repressor *Ahrr* is known to be hypomethylated upon exposure to pollutants [40], we assessed DNA methylation of *Ahrr* in colon macrophages as a potential explanation for altered macrophage differentiation. However, there was no significant methylation difference at *Ahrr* in mice orally exposed to DEP (Additional File 1: Figure S2).

**Fig. 1:**
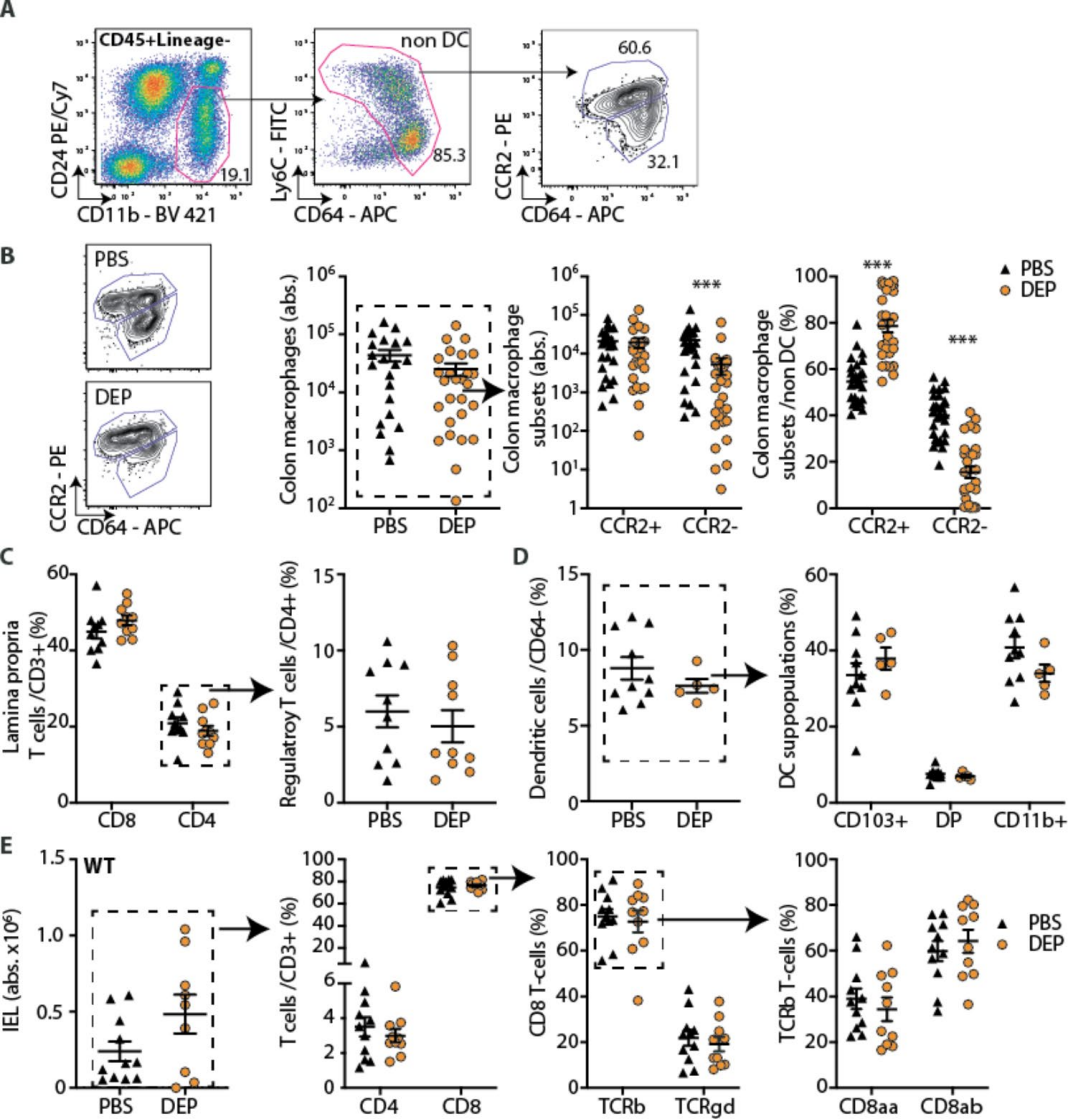
Gut exposure to DEP induces an inflammatory innate immune response in the gut. Wild-type mice were treated with 12 µg diesel exhaust particles (DEP) or phosphate-buffered saline (PBS) 5 times per week via gavage for up to 6 months. **A** Gating strategy and **B** representative flow cytometry plots, absolute numbers of total, CCR2^+^ inflammatory and CCR2^−^ anti-inflammatory/resident colon macrophages and their frequencies of total colon macrophages. **C** Frequencies of lamina propria CD4 and CD8 T-cells (of CD3^+^ cells) and regulatory T-cells (Foxp3^+^CD25^+^ of CD4^+^ T-cells). **D** Frequencies of dendritic cells (DCs) (CD64^−^MHCII^+^CD11c^+^) and their subpopulations according to CD103 and CD11b expression (DP: double positive). **E** Intraepithelial lymphocytes (IEL; CD45^+^CD3^+^) and their subtypes (of parent gate). Data are presented as mean±SEM pooled from two (C,E) or four (B) independent experiments with each data point representing an individual mouse. D depicts one representative experiment. ***p < 0.001, unpaired Mann-Whitney U test with two tailed distribution. For gating strategies see Additional File: Figure S1. DEP: Diesel exhaust particles, PBS: Phosphate-buffered saline

In contrast to the observed changes in innate immunity, lamina propria T-cells, dendritic cells and their subpopulations as well as intraepithelial lymphocytes (IEL) were unchanged upon DEP exposure (Fig. 1C-E). Thus, oral exposure to air pollutants led to an innate immune response in the gut, which was characterized by a shift of CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident macrophage subpopulations towards an inflammatory milieu.

### DEP-induced gut inflammation and glucose intolerance do not depend on adaptive immunity

Although we did not find changes in mucosal adaptive immune cells upon oral DEP exposure, we aimed to conclusively assess whether the adaptive immune system is required to mediate air pollution-induced glucose intolerance. To this end, we exposed Rag2-/- mice with a defective recombinant activation gene 2 (Rag2), leading to an inability in initiating V(D)J rearrangement and thereby lacking mature T- and B-lymphocytes, to DEP or PBS and characterized intestinal immune cells and glucose homeostasis. Compared to C57BL/6 N wild-type mice, Rag2-/- mice harbored a higher proportion of pro-inflammatory subpopulations irrespective of DEP exposure (C57BL/6 N mice: Fig. 1B, Rag2-/- mice: Fig. 2A), indicative of an enhanced innate immunity in these mice. Upon oral DEP exposure, Rag2-/- mice similarly exhibited a decrease in colonic CCR2^−^ anti-inflammatory/resident macrophages to what we previously observed in wild-type mice (Figs. 1B and 2A).

**Fig. 2:**
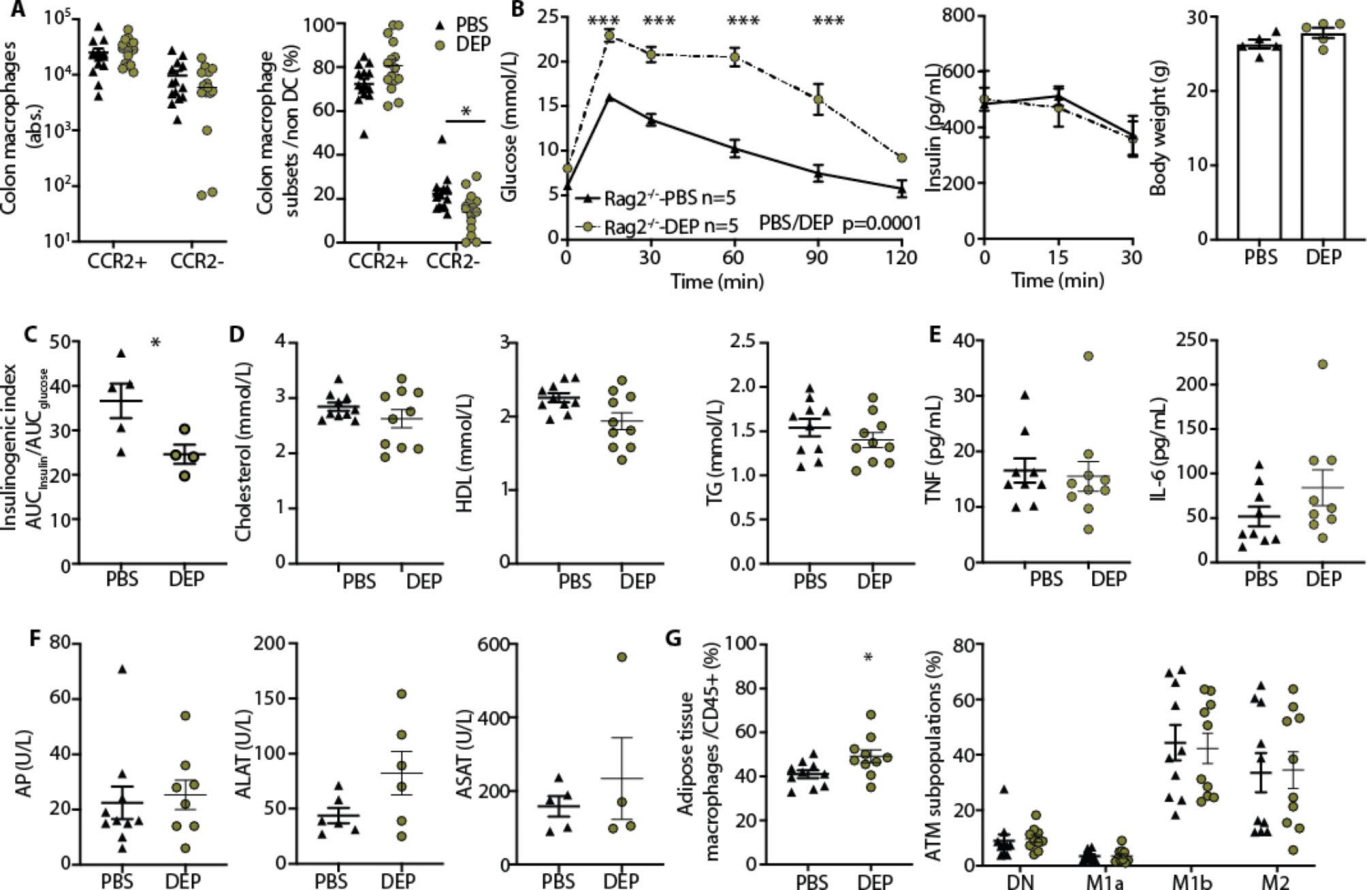
DEP-induced gut inflammation and glucose intolerance do not depend on adaptive immunity. Oral exposure of Rag2-/- mice to diesel exhaust particles (DEP) or PBS for 4 months. **A** Absolute numbers and frequencies of CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident colon macrophages. **B** Glucose tolerance tests (GTT), insulin and body weight. **C** Insulinogenic index (ratio of AUC insulin and glucose). **D** Cholesterol, high-density lipoproteins (HDL), and triglycerides (TG). **E** Plasma TNF and IL-6. **F** Liver enzymes alkaline phosphatase (AP) and alanine transaminase (ALAT). **G** Frequencies of adipose tissue macrophages (ATM; F4/80^+^ among CD45^+^) and subpopulations DN: double negative. Data are shown as mean±SEM of pooled data from two independent experiments, with each data point representing an individual mouse. GTT and insulin values were compared by two-way ANOVA, all other parameters by a two-tailed, unpaired Mann-Whitney U test with two tailed distribution (*p < 0.05, **p < 0.01, ***p < 0.001). DEP: Diesel exhaust particles, PBS: Phosphate-buffered saline

Rag2-/- mice developed glucose intolerance already after one month of DEP exposure compared to PBS, while insulin and body weights were comparable (Fig. 2B). The insulinogenic index was reduced in Rag2-/- mice exposed to DEP (Fig. 2C), indicative for a beta-cell defect similar to what we previously found in wild-type mice [9]. Rag2-/- mice exposed to DEP had comparable levels of systemic inflammation, lipids and liver enzymes compared to PBS treated mice (Fig. 2D-F). While adipose tissue macrophages were slightly increased in DEP exposed Rag2-/- mice, the distribution of subpopulations remained unaltered (Fig. 2G). Hence, Rag2-/- mice were not protected from air pollution-induced glucose intolerance, indicating that air pollution-induced glucose intolerance is not mediated through mature T-/B-lymphocytes.

### CCR2-/- mice with deficient monocyte recruitment are prevented from DEP-induced gut inflammation and glucose intolerance

Next, we addressed the role of innate immune cells in the development of DEP-induced glucose intolerance. To assess the contribution of monocyte-recruited macrophages, we exposed CCR2-/- mice to DEP or PBS by gavage. CCR2-/- mice have a bone marrow egress defect [41] and lack CCR2-dependent monocyte recruitment [36]. Independent of DEP exposure, pro-inflammatory intestinal macrophages (as defined by the expression of Ly6C) were depleted by 96.2±2.4% and anti-inflammatory macrophages by 98.8±1.4% in CCR2-/- mice (Fig. 3A). When orally exposed to DEP for 8 months, CCR2-/- mice did not develop a pro-inflammatory milieu in the gut as evidenced by unchanged gene expression of inflammatory and macrophage markers, while expression of the anti-inflammatory gene *IL-10* was elevated (Fig. 3B). For a more detailed immune cell phenotyping, we assessed macrophage subpopulations by flow cytometry in DEP und PBS exposed CCR2-/- mice. In contrast to wild-type mice, CCR2-/- mice did not exhibit an altered balance between the pro-inflammatory Ly6c^high/+^ and anti-inflammatory Ly6c^low^ intestinal macrophages upon oral DEP exposure (Fig. 3C).

**Fig. 3:**
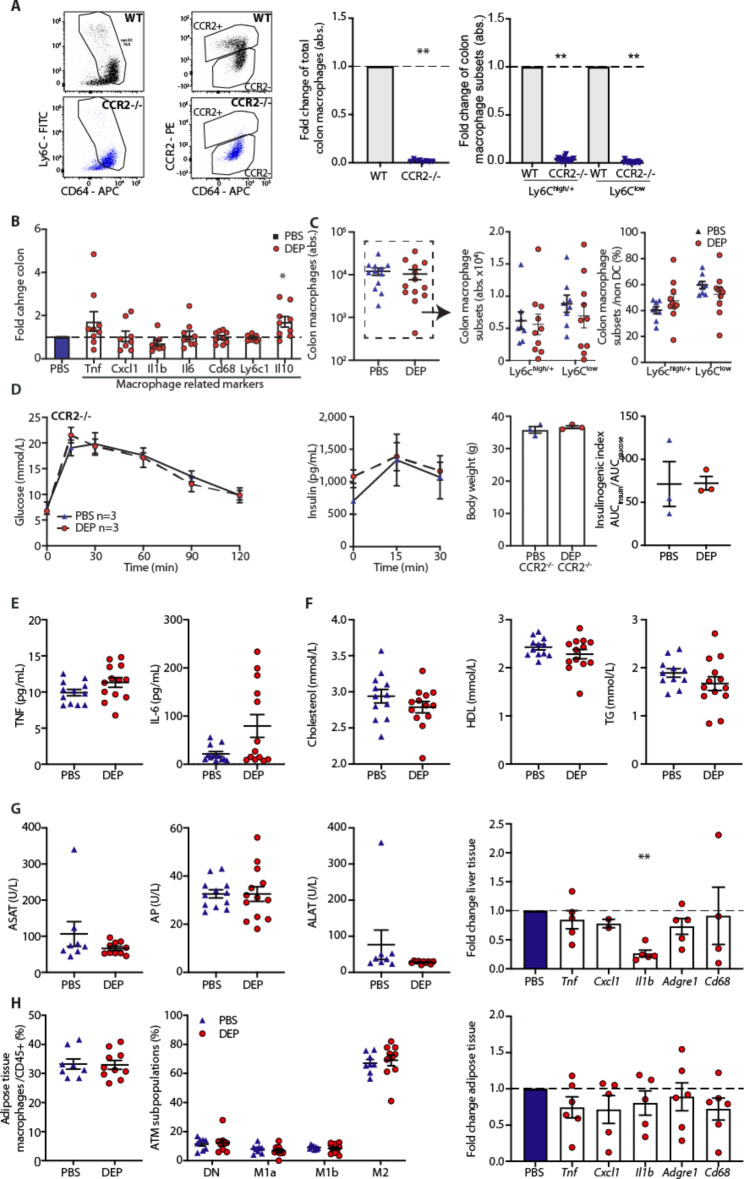
CCR2-/- mice with deficient monocyte recruitment are prevented from DEP-induced gut inflammation and glucose intolerance. CCR2-/- mice were orally exposed to diesel exhaust particles (DEP) or PBS for 8 months. **A** Representative flow cytometry plots of total colon macrophages and CCR2^+^ and CCR2^−^ macrophages. Fold change of total, Ly6C^high^ inflammatory and Ly6C^low^ anti-inflammatory/resident colon macrophages in CCR2-/- mice compared to wild-type mice. **B** Colon gene expression of immune cell markers in CCR2-/- mice exposed to DEP relative to PBS after 8 months of exposure. **C** Absolute numbers of total, Ly6C^high^ inflammatory and Ly6C^−^ anti-inflammatory/resident colon macrophages and their frequencies. **D** Glucose tolerance tests (GTT), insulin, body weight and insulinogenic index. **E** Plasma TNF and IL-6. **F** Cholesterol, high-density lipoproteins (HDL), and triglycerides (TG). **G** Liver enzymes and inflammatory gene expression in the liver. **H** Frequencies of macrophages in the adipose tissue (ATM) among CD45^+^ cells, relative distribution of ATM subpopulations, and inflammatory gene expression in adipose tissue of CCR2-/- mice exposed to DEP compared to control mice exposed to PBS. Data are presented as mean±SEM pooled from three experiments, with each data point representing an individual mouse. **p < 0.01, unpaired Mann-Whitney U test with two tailed distribution. Glucose and insulin measures were compared by two-way ANOVA. DEP: Diesel exhaust particles, PBS: Phosphate-buffered saline

Moreover, CCR2-/- mice were protected from air pollution-induced glucose intolerance and beta-cell dysfunction, suggesting a link between the level of gut inflammation instigated by DEP and glucose intolerance (Fig. 3D). Dyslipidemia, systemic, liver, and adipose tissue inflammation did not develop upon DEP exposure, similar to our previous findings in wild-type mice (Fig. 3E-H). Thus, CCR2-/- mice were protected from gut inflammation and glucose intolerance by oral exposure to DEP.

### Mice treated with the CSF1R-inhibitor PLX5622 are devoid of tissue resident macrophages and protected from DEP-induced gut inflammation and glucose intolerance

As a pharmacological approach to deplete tissue resident macrophages, we used the Colony stimulating factor 1 receptor (CSF1R)-inhibitor PLX5622 and exposed these mice orally to DEP or PBS. CSF1R is considered as a typical macrophage maintenance factor [42]. Independent of DEP exposure, CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident intestinal macrophages were strongly reduced in mice treated with PLX5622 (86.7±9.9% and 92.8±3.8%, respectively) (Fig. 4A). Upon DEP exposure for 10 months, the proportions of CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident macrophage subpopulations in the gut were comparable between CSF1R- and PBS-treated mice, indicative for an absent innate immune response (Fig. 4B).

**Fig. 4:**
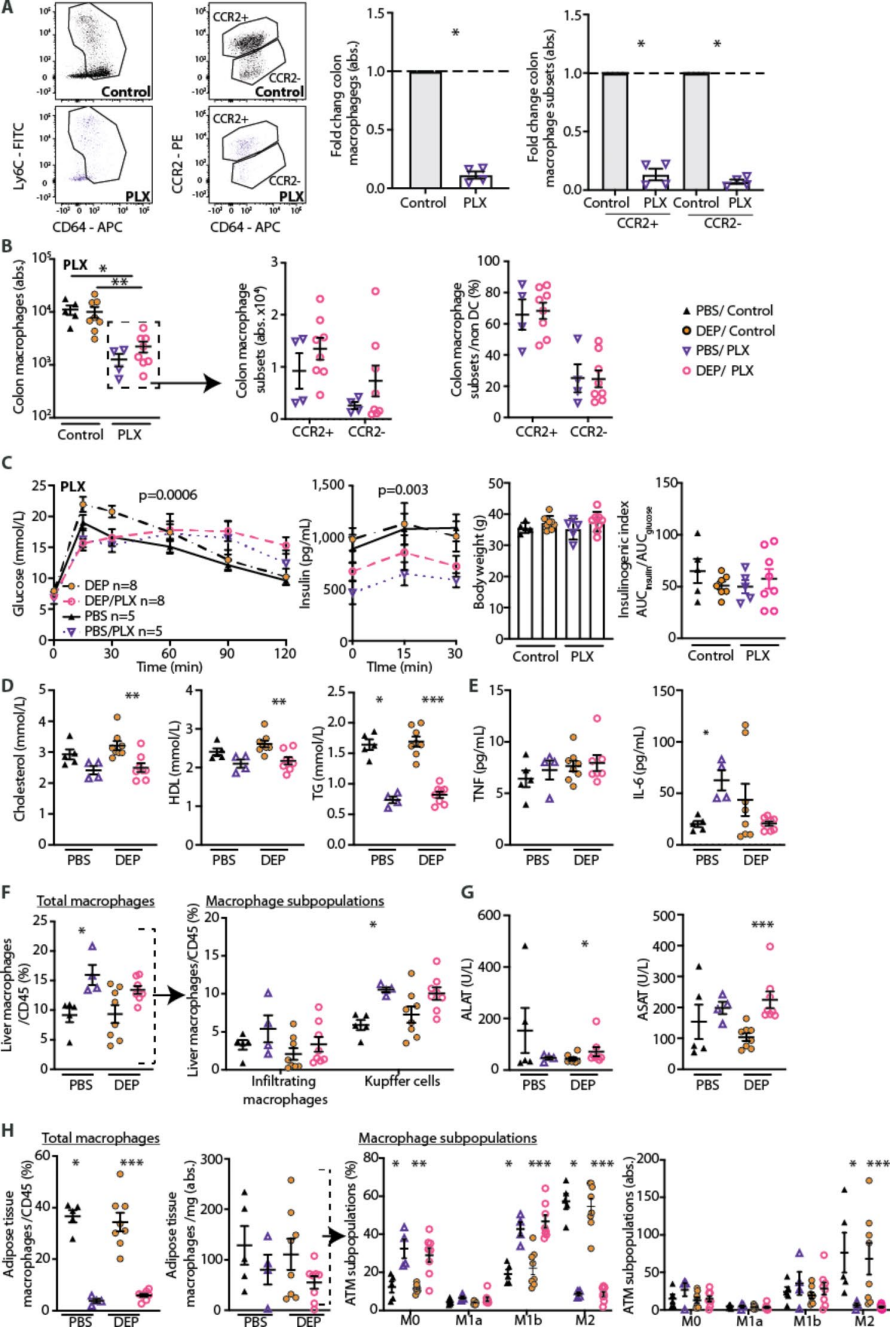
Mice treated with the CSF1R-inhibitor PLX5622 are devoid of tissue resident macrophages and protected from DEP-induced gut inflammation and glucose intolerance. Wild-type were mice pharmacologically depleted of macrophages by a diet containing the CSF1R-inhibitor PLX5622 and exposed to diesel exhaust particles (DEP) or PBS for 10 months. **A** Representative flow cytometry plots of colon macrophages and their subsets and fold change of absolute numbers in mice treated with PLX5622 compared to untreated controls. **B** Absolute numbers of total, CCR2^+^ inflammatory and CCR2^−^ anti-inflammatory/resident colon macrophages and their frequencies. **C** GTT, insulin, body weight and insulinogenic index. **D** Cholesterol, high-density lipoproteins (HDL), and triglycerides (TG). **E** Plasma TNF and IL-6. **F** Flow cytometric analysis of liver macrophages of CD45^+^ cells. CD11b was used to distinguish infiltrating macrophages (CD11b^high^) and Kupffer cells (CD11b^low^). **G** Liver enzymes. **H** Frequencies of adipose tissue macrophages (ATM) among CD45^+^ cells, distribution of ATM subpopulations among ATM. Data are presented as mean±SEM pooled from two independent experiments with each data point representing an individual mouse. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann-Whitney U test with two tailed distribution. Insulin and glucose values were analyzed using two-way ANOVA. DEP: Diesel exhaust particles, PBS: Phosphate-buffered saline, PLX: PLX5622.

Irrespective of DEP exposure, mice treated with the CSF1R-inhibitor PLX5622 had an improved glucose tolerance at the 15 min timepoint, which was impaired after time point 30 min compared to controls, while insulin levels were reduced at all timepoints (Fig. 4C). Upon DEP exposure, glucose tolerance, insulin levels, body weights and the insulinogenic index as a measure for beta-cell function were comparable between PLX5622 treated mice and controls (Fig. 4C). While already CSF1R-inhibition by PLX5622 decreased systemic lipid levels and increased liver enzymes, DEP did not have an additional effect on lipids, systemic inflammation markers, liver macrophages and enzymes, and adipose tissue inflammation in PLX5622-treated mice (Fig. 4D-H). In sum, pharmacological macrophage depletion by the CSF1R-inhibitor PLX5622 protected mice from DEP-induced gut inflammation and glucose intolerance.

### The transcriptional response upon DEP involves inflammatory and interferon responses in colon macrophages

To interrogate potential underlying signaling pathways, which might give reference to the crosstalk between colonic macrophages and β-cells, we performed single cell RNA-sequencing (RNA-seq) of colon macrophages of wild-type mice orally exposed to DEP or PBS. 

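Diesel exhaust particles (DEP) are the soot of diesel engines, here suspended in PBS and given by gavage. Macrophages sorted from the colonic lamina propria of 2 wild-type mice exposed to DEP (mice 14 and 15) and 2 exposed to PBS (mice 2 and 3) were sequenced one well per mouse in a single batch. By the sample labels, each gavage held 12 µg of DEP in 200 µL, or PBS alone, 5 days per week over about 6 months. In this droplet assay every RNA molecule carries a unique molecular identifier (UMI), so that UMI counts are counts of molecules. The authors aligned the reads with Cell Ranger to the mm10 genome, merged the mice without downsampling, filtered the cells and deposited 1 table of raw UMI counts in 943 cells. Mouse 14 contributed 189 cells and 952441 UMIs and mouse 15 contributed 334 cells and 1349134 UMIs. Mouse 2 contributed 200 cells and 747351 UMIs and mouse 3 contributed 220 cells and 1191408 UMIs. The median depth per cell was 4319 and 3398 UMIs in DEP mice 14 and 15, and 2758 and 4684 UMIs in PBS mice 2 and 3, so that the deepest and the shallowest mouse were both PBS mice. All pairs of mice differed by more than sampling noise, with a chi-square per degree of freedom between 2.82 and 3.29. The cells were normalized with scran, clustered with Ward's criterion, and their UMIs summed per mouse and cluster into pseudo-bulk libraries, since the mouse and not the cell is the replicate. These sums were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With 2 mice against 2, an exact two-sided permutation test has 6 arrangements, and even the clearest result is matched by 2 of them. By chance 33.3% of genes have both DEP mice on the same side of both PBS mice.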

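Ward clustering of the 876 cells retained as macrophages used 26 principal components of the 500 most variable genes, the first of which held 13.3% of the variance. The tree was divided into 4 clusters, the number given in the methods. The clusters were named by marker genes chosen before the data were examined, as were the tests, the gene lists and most of the other settings. One cluster of 188 cells (median 3190 UMIs per cell) was Ccr2+-like and was led by Plac8, Tmsb10, Ifitm3, S100a6 and Lsp1. Ccr2 itself reached 742 CPM (UMI counts scaled to library size) there, with a UMI in 78.7% of the cells. In 29 B or plasma cell-like cells of the same table, which should lack Ccr2, the share was 6.90% at a median of 2536 UMIs per cell. The other clusters, of 397, 171 and 120 cells, were Ccr2−-like and are numbered 1 to 3 by size. They were not without Ccr2, with 202, 125 and 202 CPM and a UMI in 38.3%, 28.7% and 29.2% of their cells. Cluster 1 (median 4706 UMIs per cell) was led by Rgs1, Apoe, Cd74 and C1qa. Cluster 2 (median 3752) was led by Pf4, Ccl8 and mitochondrial transcripts, and cluster 3 (median 2633) by the chemokine genes Ccl7, Ccl12 and Ccl2. C1qa, a gene of resident macrophages, stood at 1278 CPM in the Ccr2+-like cluster and between 5350 and 6345 CPM in the Ccr2−-like clusters.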

By using unbiased hierarchical clustering of cells, Ccr2^+^ pro-inflammatory and Ccr2^−^ anti-inflammatory/resident macrophages were identified as the two main populations (the latter comprising two related clusters, Fig. 5A). First, we corroborated the increase in abundance of Ccr2^+^ relative to Ccr2^−^ macrophages upon DEP exposure (Fig. 5A,B). 

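The Ccr2+-like cluster held 50 of 177 retained cells (28.2%, exact 95% binomial interval 21.7% to 35.5%) in DEP mouse 14 and 78 of 303 (25.7%, 20.9% to 31.1%) in DEP mouse 15. It held 23 of 187 cells (12.3%, 7.96% to 17.9%) in PBS mouse 2 and 37 of 209 (17.7%, 12.8% to 23.6%) in PBS mouse 3. The intervals cover counting error only. The mean share was 27.0% ± 1.77 (SD, n = 2) upon DEP and 15.0% ± 3.82 (SD, n = 2) upon PBS, a difference of 12.0 percentage points. Both DEP mice lay above both PBS mice, which in an exact two-sided permutation test is matched by 2 of the 6 arrangements, the fewest that this design allows. edgeR's quasi-likelihood test on the numbers of cells per cluster and mouse gave a log2 fold change of 0.81 for the Ccr2+-like cluster (adjusted p = 0.398 over 4 clusters). Plac8, which led the cluster, was itself higher upon DEP, so the cells were also clustered without 119 genes, namely the differentially expressed genes and the interferon lists. The difference was then 11.8 points (23.9% against 12.0%). Without clusters, after thinning every cell to 1000 UMIs, the share of cells with no UMI of C1qa, C1qb or C1qc was 10.2% and 12.2% in the DEP mice against 6.42% and 8.61% in the PBS mice, a difference of 3.68 points (0.565 without thinning). Free RNA limits this share, since 34.5% of the B or plasma cell-like cells (median 2536 UMIs) had a C1qa UMI. This was the setting that moved the difference most. The share of thinned cells with a Ccr2 UMI was 23.7% and 20.5% upon DEP against 11.8% and 21.1% upon PBS, so that the groups overlapped.

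**Figure D1:**
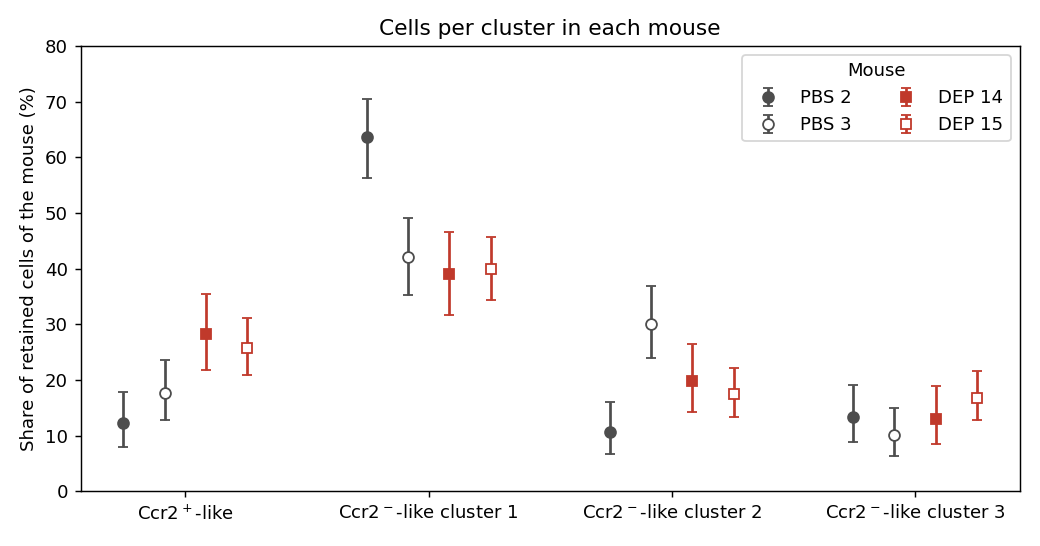
Share of retained cells (%) in each of the 4 clusters, 1 point per mouse, with exact 95% binomial intervals as bars. PBS mice are circles and DEP mice are squares. In the Ccr2+-like cluster the DEP mice stand at 28.2% and 25.7% and the PBS mice at 12.3% and 17.7%.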

Subsequently, we compared the transcriptomes stratifying the analysis by cell clusters to correct for differential abundance. 

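The UMIs of all cells of a mouse and cluster were added up, so that each comparison rested on 4 pseudo-bulk libraries. In the Ccr2+-like cluster the libraries held 178778 and 242163 UMIs from the DEP mice and 66694 and 142034 from the PBS mice. In Ccr2−-like cluster 1 they held 415845 and 601809 UMIs from the DEP mice and 438419 and 534337 from the PBS mice, which is the deepest of the stratified comparisons. The smallest libraries of clusters 2 and 3 held 98783 and 73257 UMIs, both from PBS mice. Over all retained cells the libraries held 871350 and 1173600 UMIs from the DEP mice and 684426 and 1077470 from the PBS mice. Genes were kept with more than 1 CPM in at least 2 libraries and a UMI in at least 5% of the cells. Simulated counts with the means, spread and library sizes of each comparison show what the test can detect when 200 genes change. With fewer changed genes the Benjamini-Hochberg adjustment sets a stricter limit on p, so a smaller share may be called. Apart from a run without changes, smaller numbers were not simulated. Of 200 genes changed in the simulation, by 1 or 2 on the log2 scale in equal numbers, 70.5% were called over all cells (5546 genes), 51.0% in Ccr2−-like cluster 1 (5741 genes) and 18.5% in the Ccr2+-like cluster (4821 genes). In clusters 2 and 3 the share was 16.5% (6006 genes) and 3.50% (5023 genes). The smaller change was called in 51.0% of its genes and the larger in 90.0% over all cells, against 4.00% and 33.0% in the Ccr2+-like cluster and 0% and 7.00% in cluster 3. Beside these the test called 5 unchanged genes over all cells and 4 in cluster 1, and 0 in the others. In a simulation with no gene changed it called 2 genes over all cells and 0 in each cluster, so that 1 called gene over all cells is no more than the test gave without any change.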

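At an adjusted p under 0.05, edgeR's quasi-likelihood test over all cells called 1 of 5546 genes, Plac8 (chromosome 5, 100553725 to 100572245 in GRCm38), with a log2 fold change of 1.17 (standard error 0.135, adjusted p = 0.00676). Its level was 996 and 893 CPM in the DEP mice and 411 and 427 CPM in the PBS mice. On cells subsampled to the same share of each cluster in every mouse, its log2 fold change was 0.49 (adjusted p = 0.822), which moved it most, and over all settings its adjusted p ranged from 1.29e-06 to 0.822. In total 365 genes had an unadjusted p under 0.05, and in 36.4% of genes both DEP mice lay on the same side of both PBS mice. Among the genes of macrophage activation and interferon regulation marked in Figure S3D over all cells, Ifi205 (chromosome 1, 174011998 to 174031810) had a log2 fold change of 1.35 (standard error 0.236, adjusted p = 0.222). Ly6a had 1.62 (0.315, 0.291) and Irf7 1.22 (0.256, 0.360), while Pmepa1 fell by 1.05 on the log2 scale (0.199, 0.291). All of these had both DEP mice on 1 side of both PBS mice, and edgeR's likelihood ratio test called them, with Plac8 and Ifi47, as its 6 genes. Among B or plasma cell-like cells (median 2536 UMIs) 55.2% had a Ly6a UMI and 48.3% a Plac8 UMI. The shares of all retained cells were lower, at 17.9% and 27.9%. Whether free RNA or expression in the B or plasma cell-like cells themselves gives their higher shares was not tested.
In Ccr2−-like cluster 1 the quasi-likelihood test called 1 of 5741 genes, the interferon-induced chemokine Cxcl9 (chromosome 5, 92321347 to 92328079). Its log2 fold change was 3.21 (standard error 0.469, adjusted p = 0.0120), from 81.9 and 154 CPM in the DEP mice and 23.2 and 3.91 CPM in the PBS mice, with a UMI in 8.82% of the cells. In B or plasma cell-like cells the share with a Cxcl9 UMI was 3.45% at a median of 2536 UMIs, against 4706 in cluster 1. DESeq2 called no gene there, and Cxcl9 was not called without PBS mouse 2 (adjusted p = 0.0648) or PBS mouse 3 (adjusted p = 0.780), the remaining PBS mouse being assumed to vary like the others. Over all settings its adjusted p ranged from 3.60e-14 (without DEP mouse 14) to 1.00 (DESeq2). Ccl8 had a log2 fold change of 1.54 (standard error 0.327, adjusted p = 0.349) and Vcam1 0.94 (0.207, 0.361), and neither was called. Among Ccr2+-like cells the quasi-likelihood test called 0 of 4821 genes, with a smallest adjusted p of 0.304 and 240 genes at an unadjusted p under 0.05. DESeq2 called 2 genes there and the likelihood ratio test 4.
Ccl8 (chromosome 11, 82115185 to 82116799) was detected with 72 and 53 UMIs in the Ccr2+-like cells of the DEP mice against 0 and 2 in those of the PBS mice. Its pooled CPM was 31.0 times higher (95% counting interval 8.40 to 259), and it was 1 of the genes called by DESeq2. This ratio rests on few cells, since 4 cells of the DEP mice held 117 of the 127 UMIs, and the interval does not cover the spread between cells. A Ccl8 UMI was seen in 7.45% of the Ccr2+-like cells (median 3190 UMIs), below the 20.7% of the B or plasma cell-like cells (median 2536). Ccr2−-like clusters 2 and 3 held 2714 and 2893 CPM, and whether the 4 cells belong to these was not tested. F13a1 fell by 1.47 on the log2 scale (standard error 0.300, adjusted p = 0.906) and Rgcc by 1.49 (0.322, 0.906). Il1a, Egr2 and Trem1 rested on 2, 1 and 1 UMIs in the PBS mice together, against 34, 20 and 22 in the DEP mice, with ratios of 8.43 (2.16 to 72.4), 9.92 (1.59 to 411) and 10.9 (1.76 to 450). The test called 0 of 6006 genes in cluster 2 and 0 of 5023 in cluster 3, with 332 and 234 genes at an unadjusted p under 0.05. DESeq2 called 0 in both, and the likelihood ratio test 1 and 8. Adjusted over the list alone, 19 of the 54 tested genes that the paper names passed over all cells, 7 of 51 in the Ccr2+-like cluster and 8 of 52 in cluster 1. The study picked these genes on the same mice, so these counts are not independent evidence.

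**Figure D2:**
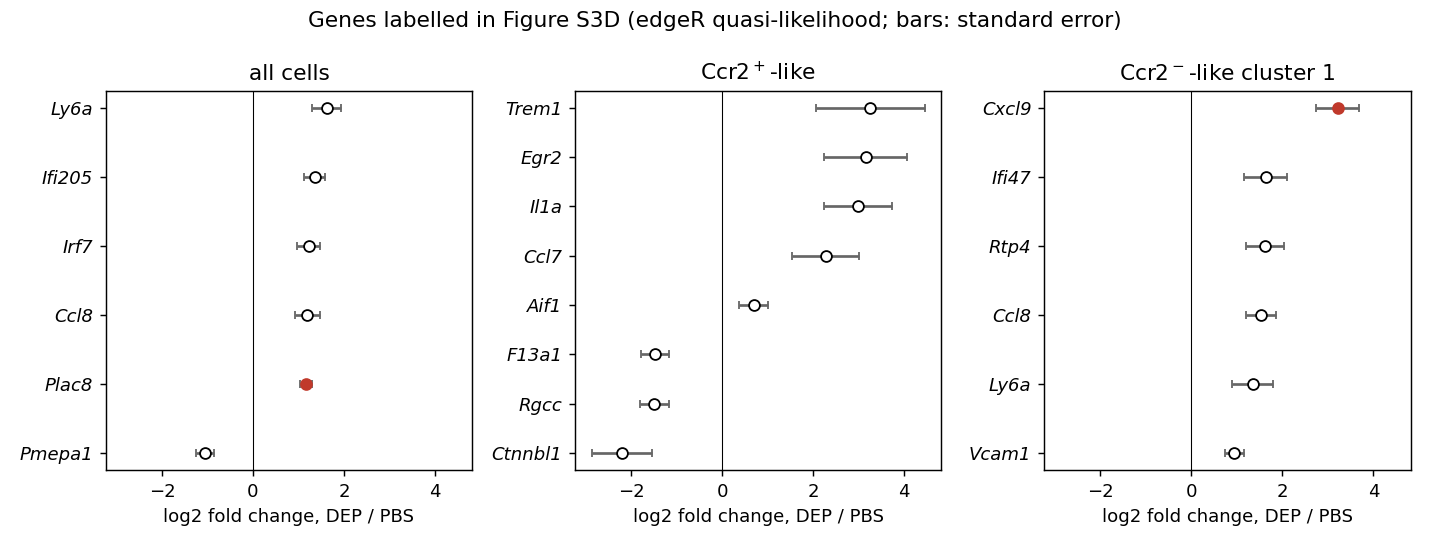
Log2 fold change, DEP over PBS, of the genes marked in Figure S3D, over all cells, in the Ccr2+-like cluster and in Ccr2−-like cluster 1, with bars of 1 standard error (n = 2 mice per group). Filled red points mark an adjusted p under 0.05, which only Plac8 over all cells and Cxcl9 in cluster 1 reach, with log2 fold changes of 1.17 and 3.21.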

Many genes, which were differentially expressed between DEP and PBS exposed mice, concerned macrophage activation, interferon regulation or both (Fig. 5C; Additional File Figure S3). Accordingly, gene set enrichment analysis (GSEA) using MSigDB Hallmark pathways showed up-regulation of inflammatory, interferon α and γ responses, as well as allograft rejection in DEP exposed mice (Fig. 5D). Hence, the transcriptional response upon oral DEP exposure corroborated an inflammatory shift in intestinal macrophage subpopulations and uncovered that the transcriptional response involved inflammatory and interferon responses.

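In place of the Hallmark pathways, 8 gene lists written down beforehand were tested with limma's camera at its default inter-gene correlation of 0.01, adjusted over the lists, at the threshold of 20% used in the study. Over all cells the type I interferon list rose upon DEP (adjusted p = 6.00e-15), with a median log2 fold change of 0.56 and 41 of 44 genes higher. The interferon gamma list rose (adjusted p = 1.80e-07) with a median of 0.32 and 37 of 44 genes higher. The inflammatory response list had a median of 0.07 with 23 of 40 genes higher and did not pass (adjusted p = 0.298). A list of NF-kB immediate response genes fell (adjusted p = 0.0169), with a median of -0.13 and 13 of 49 genes higher. The inflammasome (adjusted p = 0.938), oxidative stress (0.496) and dissociation stress (0.427) lists did not pass. Camera with a preset correlation takes genes of a list as nearly independent. No list of any comparison passed with the correlation estimated from the data or with fry, limma's rotation test. For the type I interferon list these settings moved the result most, to an adjusted p of 0.808 and 0.725. Adjusted over the list alone, 13 of the 44 type I interferon genes and 4 of the 44 interferon gamma genes passed edgeR's test, and over all genes none did. The paper, which used the same mice, names all 4 of the interferon gamma genes. Among the 13 it names Gbp3, Ifi205, Ifi27l2a, Irf7, Rtp4, Stat2 and Zbp1, so these counts are not fully independent evidence. Of 783 Reactome pathways tested the same way, 3 rose and 0 fell: interferon gamma signaling, interferon signaling, and interactions between lymphoid and other cells, each at an adjusted p of 0.181. An allograft rejection list was not analysed here.

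**Figure D3:**
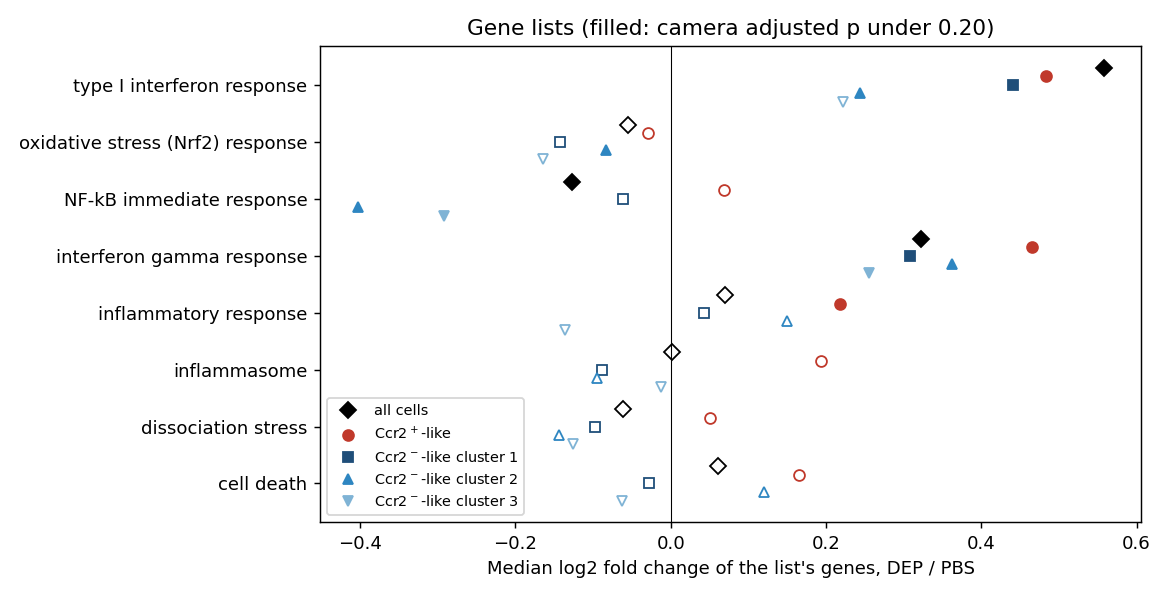
Median log2 fold change, DEP over PBS, of each gene list (vertical axis) over all cells and in each cluster, from 2 mice per group. Filled points mark an adjusted camera p under 0.20. Over all cells the type I interferon list stands at 0.56, the interferon gamma list at 0.32 and the NF-kB list at -0.13.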

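The difference between the DEP effects in Ccr2+-like and Ccr2−-like cells was tested with an interaction term, with the mouse as a block over 8 pseudo-bulk libraries. edgeR's quasi-likelihood test called 0 of 5546 genes, with a smallest adjusted p of 0.334 and 279 genes at an unadjusted p under 0.05, and no other tool was run on this comparison. On simulated data with 2 mice per group this test recovered 10.0% of the changed genes. With all Ccr2−-like cells summed, the quasi-likelihood test called 2 of 5638 genes, both chemokine genes. Ccl8 had a log2 fold change of 1.31 (standard error 0.228, adjusted p = 0.0462) and Ccl7 (chromosome 11, 82045712 to 82047525) had 0.89 (standard error 0.163, adjusted p = 0.0472), and for both the DEP mice lay above the PBS mice. Both lay just past the threshold, and no alternative setting was run on these sums. Without TMM factors Ccl8 stood at 2902 and 1229 CPM in DEP mice 14 and 15, against 858 and 792 CPM in PBS mice 2 and 3. Ccl8 and Ccl7 also led clusters 2 and 3, and the sums do not correct for the mix of clusters. By flow cytometry the paper had already found fewer CCR2− resident macrophages in the colon upon DEP, and through this loss relatively more CCR2+ cells. It reads this as a shift of the macrophages towards inflammation. To this it adds the larger share of Ccr2+ cells among the sequenced cells (Fig. 5A-D). It also adds the differentially expressed genes of macrophage activation and interferon regulation and the up-regulated pathways. From these it concludes that the transcripts show the same shift, with inflammatory and interferon responses.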

**Fig. 5:**
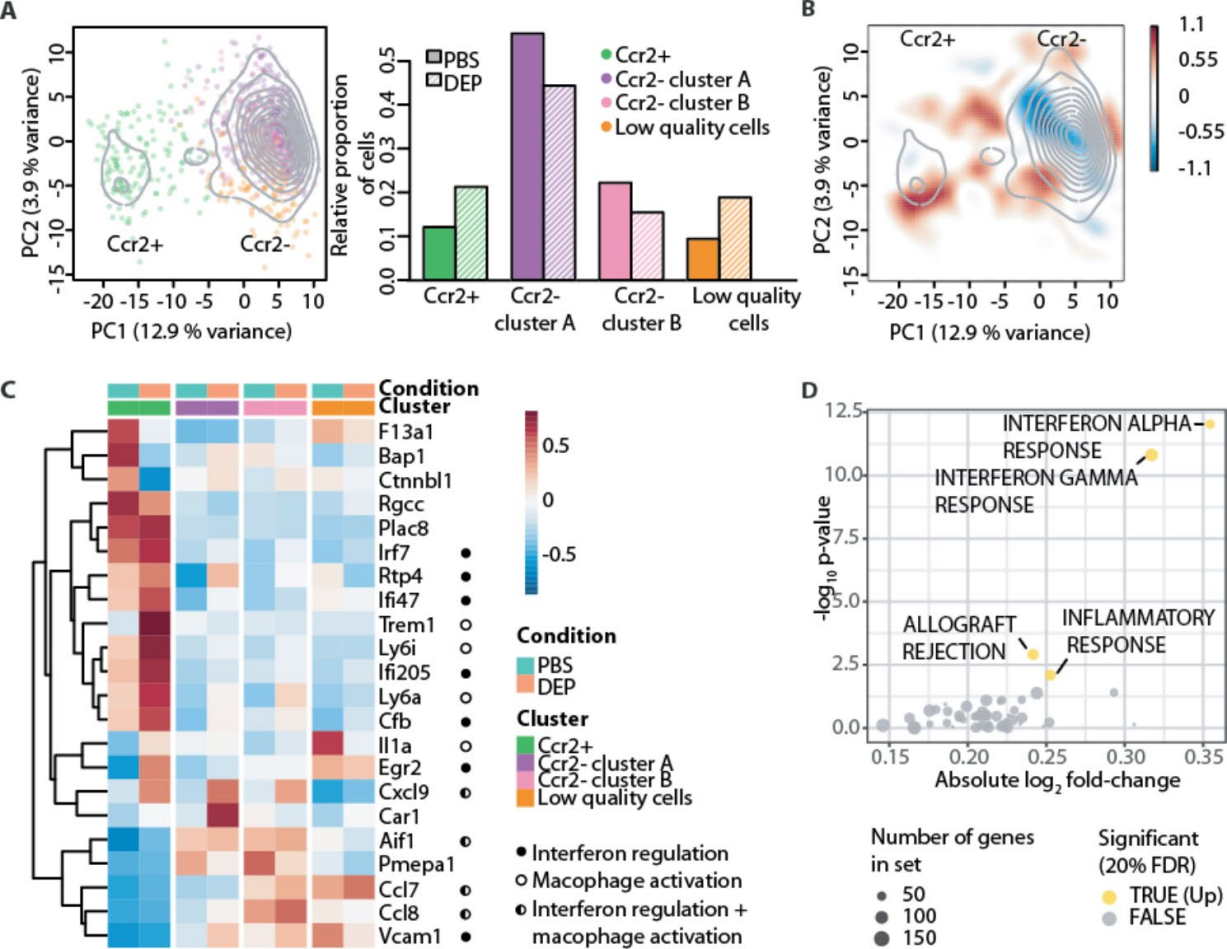
The transcriptional response upon DEP involves inflammatory and interferon responses in colon macrophages. **A** Principal component analysis of colon macrophages from diesel exhaust particles (DEP) or PBS-exposed mice, showing *Ccr2*^+^ and *Ccr2*^−^ subpopulations (colors represent clusters; contours cell density) and relative proportion across clusters. **B** Differential 2D density plot (red indicates excess of DEP-, blue excess of PBS-exposed cells). **C** Cluster-specific differential gene expression (closed circles indicate genes related to interferon regulation, open circles genes related to macrophage activation, half-open circles to both). **D** Significantly up-regulated MSigDB Hallmark pathways upon DEP exposure. One experiment with n = 2. DEP: Diesel exhaust particles, FDR: false discovery rate, PBS: Phosphate-buffered saline

### NLRP3 inflammasome activation contributes to DEP-induced gut inflammation and glucose intolerance

Hence, the transcriptional pattern indicated inflammatory processes to be involved in intestinal macrophages exposed to DEP. Because of its prominent role in orchestrating immune tolerance and driving inflammatory responses to pathogens in the gut [43], the NOD-, LRR- and pyrin domain-containing protein 3 (NLRP3) inflammasome represents a potential candidate for mounting an innate immune response upon sensing air pollutants reaching the gastrointestinal tract. Upon activation, NLRP3 is known to recruit apoptosis associated speck like protein (ASC) and activate serine protease caspase-1 (Pro-caspase-1) to form caspase-1, which is a prerequisite for the cleavage and maturation of the inflammatory cytokines interleukin-1β (IL-1β) and interleukin-18 (IL-18) [44]. We hypothesized that NLRP3 could be involved in air pollution-induced gut inflammation and glucose intolerance. To address this, we first used an in vitro approach. We treated peritoneal macrophages that were primed by LPS with DEP or PBS and measured NLRP3 activation by IL-1β secretion. Activation with DEP significantly upregulated the secretion of IL-1β in LPS-primed peritoneal macrophages (Fig. 6A). Additional treatment with the NLRP3-inhibitor MCC950 prevented the DEP-induced increase in IL-1β secretion (Fig. 6A). Peritoneal macrophages from Nlrp3-/- mice exhibited a similar pattern of IL-1β compared to wild-type mice, however, at 3-fold lower levels (Fig. 6A).

**Fig. 6:**
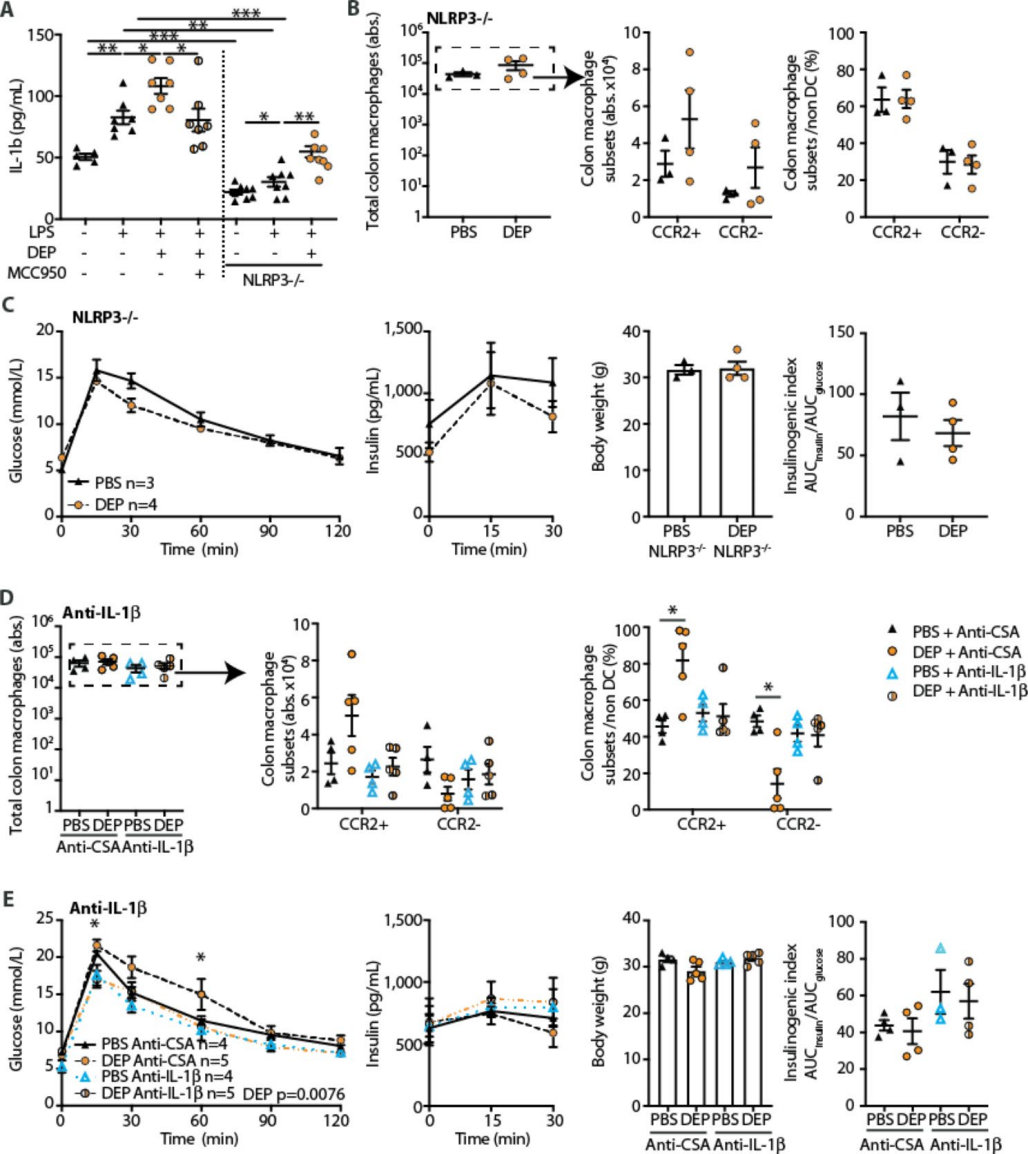
NLRP3 inflammasome activation and IL-1β secretion contribute to DEP-induced gut inflammation and glucose intolerance. **A** Protein expression of IL-1β in supernatant of wild-type and Nlrp3-/- peritoneal macrophages exposed in vitro to 125 µg/mL diesel exhaust particles (DEP) or PBS in the presence or absence of MCC950 (Nlrp3-inhibitor). **B** Absolute numbers of total, CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident colon macrophages and their frequencies in Nlrp3-/- mice exposed to diesel exhaust particles (DEP) or PBS for 6 months. **C** GTT, insulin, body weight and insulinogenic index. **D-E** Wild-type mice were treated with anti-IL-1β or control antibody (anti-cyclosporin A; CSA) after they developed impaired glucose tolerance. **D** Absolute numbers of total, CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident colon macrophages. **E** GTT, insulin, body weight and insulinogenic index after two weeks of anti-IL-1β treatment. Data are shown as mean±SEM. B-E represent one experiment, A pooled data from two independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired Mann-Whitney U test with two tailed distribution, two-way ANOVA was used to analyze insulin and glucose values. DEP: Diesel exhaust particles, LPS: Lipopolysaccharide, PBS: Phosphate-buffered saline

Next, to test the role of NLRP3 on gut inflammation and glucose tolerance in vivo, we exposed Nlrp3-/- mice to DEP or PBS for 6 months. When we compared macrophage subpopulations between DEP und PBS exposed Nlrp3-/- mice, the proportion of CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident macrophage subpopulations in the gut were not changed upon DEP exposure (Fig. 6B). Regarding the glycemic control upon DEP exposure, Nlrp3-/- mice did not develop glucose intolerance. Also, insulin levels, body weights and the insulinogenic index were similar in DEP compared to PBS exposed Nlrp3-/- mice (Fig. 6C). In summary, DEP contributes to NRLP3 activation and IL-1β secretion in vitro. Conversely, genetic depletion of the NLRP3 inflammasome in mice prevented DEP-induced gut inflammation and glucose intolerance.

### DEP-induced gut inflammation and glucose intolerance are reversed by pharmacological inhibition of IL-1β

Lastly, we assessed whether the involvement of NLRP3 in air pollution-induced glucose intolerance was mediated by the secretion of IL-1β as a potential target for a therapeutic intervention. We exposed wild-type mice to DEP or PBS and treated these mice with a monoclonal antibody against IL-1β or CSA control antibody after they developed impaired glucose tolerance as assessed by monthly glucose tolerance tests. As previously observed, DEP led to a decrease in colonic CCR2^−^ anti-inflammatory/resident macrophages in mice treated with the CSA control antibody, resulting in a relative increase in CCR2^+^ pro-inflammatory macrophages (Fig. 6D). In mice treated with the IL-1β antibody, however, the balance between CCR2^+^ pro-inflammatory and CCR2^−^ anti-inflammatory/resident macrophage subpopulations was restored (Fig. 6D). Glucose tolerance upon DEP exposure was impaired in mice treated with the CSA control antibody, but reverted back to normoglycemia after two weeks of IL-1β antibody treatment despite ongoing DEP exposure (Fig. 6E). Taken together, DEP-induced gut inflammation and glucose intolerance were reversed by pharmacological inhibition of IL-1β.

## Discussion

Our results show that oral exposure to DEP leads to a shift of intestinal macrophage subpopulations towards an inflammatory milieu in the gut (Fig. 7). Intestinal macrophages in the gastrointestinal tract have a specific differentiation trajectory, arising from extravasated monocytes that differentiate through a CCR2^+^ pro-inflammatory stage to become CCR2^−^ anti-inflammatory/resident macrophages with tissue homeostatic functions [16]. These distinct intestinal macrophage subpopulations have to be taken into account by appropriate gating strategies [17, 19]. In contrast to inflammatory bowel disease (IBD) or infectious diseases of the gut, the inflammatory milieu instigated by DEP is not a consequence of increased CCR2^+^ pro-inflammatory macrophages, but decreased CCR2^−^ anti-inflammatory/resident macrophages. This finding speaks against enhanced monocyte recruitment as an underlying mechanism of DEP-induced gut inflammation. CCR2^−^ anti-inflammatory/resident macrophages could be reduced due to phagocytosis-induced cell death, however, markers of cell death were not increased in our RNA-Seq data. It seems more likely that the altered transcriptional program upon DEP leads to disrupted intestinal macrophage differentiation. Hence, while our data show an inflammatory milieu due to a loss in CCR2^−^ anti-inflammatory/resident macrophages, the fate of the “lost” CCR2^−^ anti-inflammatory/resident subset needs be addressed in future studies.

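The text does not name the markers, so a list of cell death genes fixed beforehand was tested. Over all cells 22 of its genes were tested and 14 were higher upon DEP, with a median log2 fold change of 0.06 and an adjusted camera p of 0.496. edgeR's quasi-likelihood test called 0 of the 22 genes, over all genes and adjusted over the list alone, and 2 had an unadjusted p under 0.05. Among Ccr2+-like cells the list had an adjusted p of 0.648 with 16 of 21 genes higher. In Ccr2−-like cluster 1, 9 of 20 genes were higher, with a median of -0.03 and an adjusted p of 0.590. In cluster 2 the test pointed down and the median up (0.12, adjusted p = 0.716). In cluster 3 the test pointed up and the median down (-0.06, adjusted p = 0.639). Reactome's programmed cell death pathway had 62 of 105 genes higher over all cells (adjusted p = 0.703). Cells above 7% mitochondrial UMIs had been removed by the authors, and such cells are not covered here. Over all settings the adjusted p of the list over all cells ranged from 0.230 to 0.940.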

**Fig. 7:**
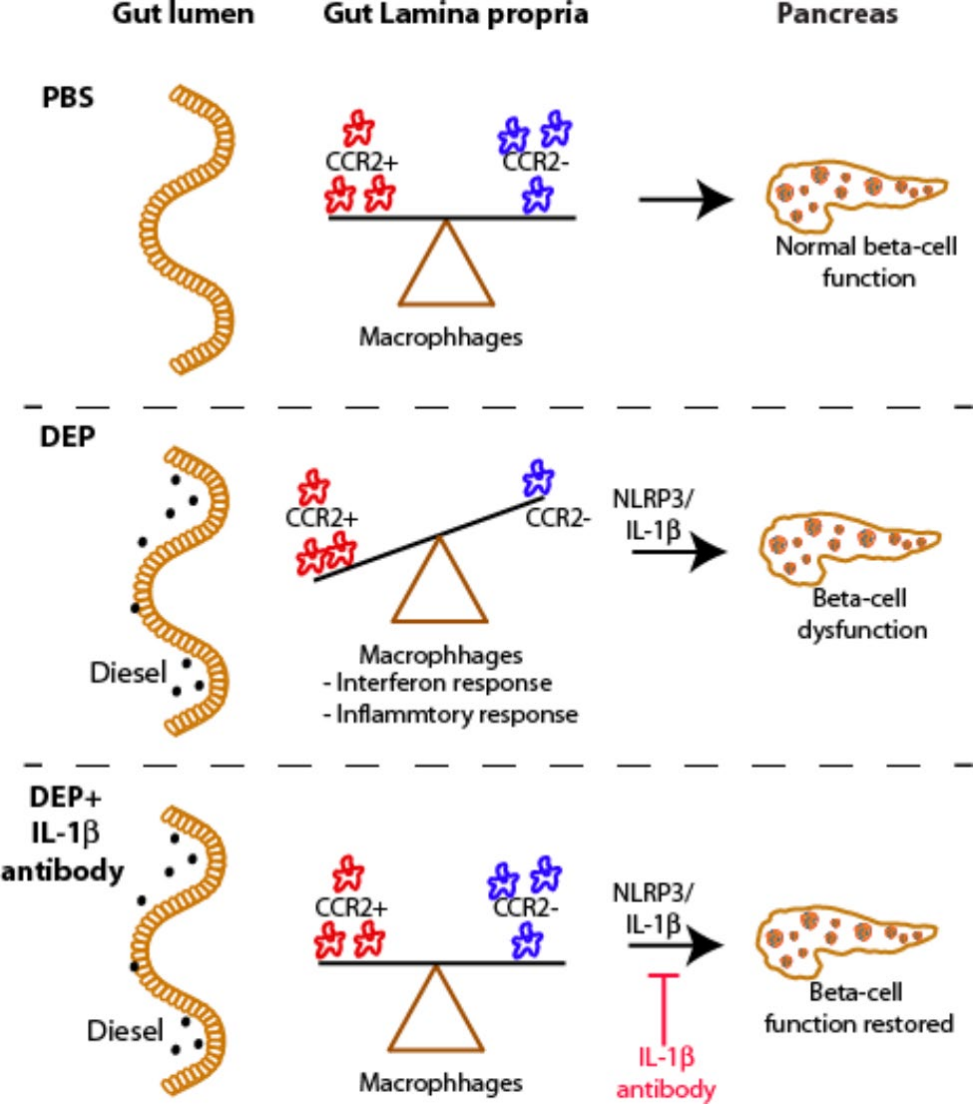
Graphical abstract. Gut exposure to diesel exhaust particles (DEP) shifts intestinal macrophages to an inflammatory state and induces beta-cell dysfunction, which can be restored by anti-IL-1β treatment. DEP: Diesel exhaust particles, PBS: Phosphate-buffered saline

To link the DEP-induced changes in mucosal immunity to glucose metabolism, we used mouse models with either defective adaptive or innate immunity and exposed them to DEP or PBS. These mouse models have previously not shown any metabolic traits – i.e., glucose intolerance or insulin resistance – on a chow diet (CCR2-/- [45–47] and Rag2-/- mice [48]). Short-term treatment with CSF1R-inhibitors also did not affect glucose homeostasis in chow fed lean mice [49, 50]. However, long-term CSF1R-inhibition by PLX5622 in our study yielded a slightly altered curve of glucose tolerance together with reduced insulin levels, which was independent of DEP exposure.

Rag2-/- mice were not protected from air pollution-induced glucose intolerance. In contrast to wild-type mice, who require several months of air pollution exposure to develop a metabolic phenotype [9], Rag2-/- mice developed glucose intolerance after just one month of DEP administrations. This could be potentially linked to the heightened innate immune response in the gastrointestinal tract as shown by higher proportions of CCR2^+^ intestinal macrophages compared to wild-type mice. Such a heightened innate immune response in Rag2-/- mice is consistent with previous literature and has been explained by a lack of lymphocytes suppressing innate immune cell function [51]. On the contrary, mouse models lacking major components of innate immunity by either genetic (CCR2-/- mice) or pharmacological manipulation (CSF1R-inhibition) were protected from DEP-induced gut inflammation and glucose intolerance. Thus, mouse models defective of adaptive or innate immunity revealed that macrophages are involved in mediating air pollution-induced induced glucose intolerance upon gut exposure to DEP.

The transcriptional response of mice exposed to DEP involved an inflammatory and interferon response in colonic macrophages. Because of its prominent role in immune tolerance and inflammatory responses to pathogens in the gut [43], we tested NLRP3 as a potential candidate for the innate immune response upon DEP exposure. NLRP3 activation has been described in response to hyperglycemia, saturated fatty acids, and islet amyloid polypeptide and is linked to glucose intolerance, insulin resistance, and beta-cell death [52–56]. Further evidence suggestive for a link between the NLRP3/IL-1β axis and glucose metabolism comes from studies that use anti-inflammatory approaches such as IL-1β inhibition to improve glycemic control [57]. Particulate matter has also been described to activate the NLRP3 inflammasome [58], but previous studies mainly focused on lung and brain tissue [59, 60]. We confirmed by an in vitro approach that IL-1β secretion was indeed enhanced upon DEP and dampened by pharmacological or genetic NLRP3 depletion. However, other inflammasomes besides NLRP3 could also be involved [61] as macrophages of Nlrp3-/- mice showed a measurable increase in IL-1β upon DEP exposure. The DEP-induced IL-1β secretion in Nlrp3-/- mice was equivalent to baseline levels of wild-type mice, suggesting that the NLRP3 inflammasome activation by DEP in wild-type mice exceeds a critical threshold to induce pro-inflammatory macrophages or perturb their differentiation. The role of NLRP3 signaling was also confirmed in vivo as deletion of NLRP3 or anti-IL-1β treatment reversed the pro-inflammatory milieu in the gut, insulin secretion defect and glucose intolerance. These findings point towards therapeutic strategies, encompassing pharmacological manipulation of the NLRP3/IL-1β axis.

There are several open questions and limitations that need to be addressed in future studies: First, we cannot draw conclusions regarding the contribution of lung exposure to the metabolic dysfunction as the particles were exclusively introduced into the gut. It is plausible that both gut and lung exposure play a collective role in shaping the metabolic phenotype, potentially through distinct disease mechanisms. For example, lung exposure leads to hypercholesterinemia and increased liver lipids, which could eventually lead to insulin resistance once the accumulation of liver lipids surpasses a certain threshold [9]. On the other hand, particulate (ingested) and gaseous (inhaled) components of air pollution might engage different disease mechanisms, as evidenced by acute impacts on glucose metabolism from ozone exposure, while air pollutant particles administered via the gastrointestinal tract take several months to induce a metabolic phenotype. Second, it is not known what cues intestinal macrophages respond to, i.e., air pollution particles, changes in gut microbiota, or metabolites. Previous studies demonstrated changes in gut microbiota upon inhalational [62–64] and oral air pollution exposures [65–67]. As there are close interactions between microbiota and intestinal immune cells [68], altered microbiota or their metabolites could contribute to the changes in intestinal macrophages we observed. Third, the question remains how altered intestinal macrophages cross-talk with pancreatic islets. For example, colon macrophages could traffic from the gut to pancreatic islets or secreted factors such as the cytokine IL-1β could disseminate to the pancreas via the blood circulation, lymphatic vessels or neuronal circuits. Besides the sympathetic and parasympathetic nervous systems, enteric-associated neurons have been shown to directly link the gut and pancreas and thereby impact on metabolic control [69]. Fourth, other pollutants such as particulate matter or persistent organic pollutants have also been linked with an increased diabetes risk [7, 8, 70]. Whether these pollutants mediate the increased diabetes risk via similar immune-mediated pathways in the gut as DEP needs to be addressed in future studies.

Taken together, our study proposes a role of gut innate immunity in air pollution-induced diabetes. The proposed role of an inflammatory innate immune response by decrease in CCR2^−^ anti-inflammatory/resident macrophages in the gut adds a new dimension to the interface between environmental pollutants and metabolic health. Therapeutic inhibition of the NLRP3/IL-1β system protected mice from air pollution-induced diabetes and thus points towards potential therapeutic strategies. Given the global burden of diabetes and the ever-increasing plight of air pollution in numerous regions across the world, these findings are of high clinical significance towards building a healthier society.

## Methods

### Study design

To study the mechanisms underlying air pollution-induced glucose intolerance upon gavage with DEP, we used unbiased RNA-seq as well as Rag2-/-, CCR2-/- and Nlrp3-/- mice and pharmacological depletion of IL-1β or macrophages by CSF1R-inhibition. All experiments were carried out two to four times, except for the experiments with the neutralizing antibody, NLRP3-/- mice and RNA-sequencing, which were carried out once. The mice were rendered into groups by weight matching. No further randomization was performed. Blinding was not feasible during the treatment of the mice. However, results were analyzed in a blinded fashion whenever possible. Group and sample sizes for each experiment are indicated in the figure legends.

### Mice

Male C57BL/6 N mice were purchased from Charles River Laboratories and bred in house. Male CCR2-/-, Rag2-/-, and Nlrp3-/- mice were bred in our facility. Mice were maintained in specific pathogen-free conditions with free access to pelleted food and water. All animal procedures were approved by the local Animal Care and Use Committee and performed in accordance with Swiss Federal regulations.

### Exposure protocol

As diesel exhaust particles (DEP), the standard reference material NIST 1650b was used, which was generated from four-cycle engines after 200 operating hours, representing heavy-duty diesel engine. DEP were dissolved in sterile PBS, sonicated for 2 h to ensure homogeneity and stored as aliquots at room temperature. The suspension was vortexed directly before use and delivered to the gut by gavage in a volume of 200 µL for up to 10 months with a daily dose of 12 µg/day (5 days a week), while the control group received PBS. The weekly dose added up to 60 µg DEP corresponding to an average daily dose of 8.6 µg/mouse which is approximately equivalent to a daily inhalation exposure of 160 µg/m^3^ (calculated by the daily exposure divided by the daily inhaled air volume). For the dose calculation see reference [9].

### Pharmacological depletion of macrophages

Macrophages were depleted by applying a diet containing the CSF1R-inhibitor PLX5622 (1200 ppm), or control diet, from the age of 4–5 weeks onwards (Cat# D10001i, Research Diets).

### Glucose tolerance tests (GTTs)

After 6 h of fasting, mice received a glucose bolus intraperitoneally (2 g/kg body weight, Braun). Blood glucose was measured at 0, 15, 30, 60, 90 and 120 min and blood was collected at time points 0, 15 and 30 min for insulin measurements.

### Isolation and flow cytometric assessment of immune cells

Cells of the colon and adipose tissue were isolated by enzymatic digestion as follows:

The colon was washed in HBSS (Cat# 14,185,052, Gibco), cut into small pieces, placed on an orbital shaker at 37 °C, and washed twice 10 min in HBSS containing 2 mM EDTA (Cat# 03690, Sigma), rinsed twice with HBSS prior to digestion with 1 mg/mL collagenase VIII (Cat# C2139, Sigma-Aldrich) and 12.5 µg/mL DNase I (Cat# 11,284,932,001, Roche), 30 min. shaking at 37 °C, followed by homogenization with a gentleMACS Dissociator (Cat# 130-096-427, Milteny Biotec) using the mouse intestine program. Cells of the lamina propria were enriched for leukocytes using a Percoll gradient (Cat# GE17-0891-01, GE Healthcare; 40% and 70%). IEL were isolated from colon tissue by two rounds of 4 min vortexing, prior to digestion, with maximal speed and enriched using Percoll. Single cell suspensions were stained for 30 min. at 4 °C. Although originally described for skin macrophages, the same gating strategy can be applied to characterize colon macrophages [16, 71]. Gating see Fig. 1A and Additional File: Figure S1.

Epididymal adipose tissue was minced and digested with 1.5 mg/mL collagenase IV (Cat# LS004189, Worthington) and 8.25 µg/mL DNase I 25 min on a thermomixer at 400 rpm. Erythrocytes were removed by red cell lysis buffer. Adipose tissue macrophages were gated as CD45^+^F4/80^+^CD11b^+^ and subdivided into subpopulations double negative (DN), M1a (CD11c^+^CD206^−^), M1b (CD11c^+^CD206^int^), and M2 (CD11c^− to low^CD206^+;^ gating see [72]).

From Biolegend, we obtained antibodies against CD11b (M1/70), CD11c (N418), MHCII (M5/114.14.2), Ly6C (HK1.4), CD45 (30-F11), F4/80 (BM8), CD103 (2E7), CD24 (M1/69), CD64 (X54-5/7.1), CD3 (145-2C11), CD19 (6D5), NK1.1 (PL136), Ly6G (1A8), CD206 (C068C2). mAb for CCR2 (475,301) was purchased from R&D. mAb for Siglec F (E50-2440) was obtained from BD. For details see Additional File 1: Table S1. Cell analysis and sorting was performed on a FACS LSRII Fortessa and FACS Aria III, respectively (BD Biosciences). Acquired data were analyzed using FlowJo software (Version 9.9 or higher), TreeStar Inc. Ashland, OR, USA).

### Bisulfite pyrosequencing

Bisulfite converted DNA was used to measure methylation levels by pyrosequencing as described previously [73]. Additional File: Table S3 for primer sequences.

### Protein expression analysis

Plasma insulin, TNF, IL-1β and IL-6 were quantified by electrochemiluminescence (MESO SECTOR S 600) using kits from MesoScale Diagnostics (Cat# K152BZC, K150JWC and K15048, respectively).

### Liver enzymes and lipids

Liver enzymes and blood lipids were measured in plasma on the c502/c702 modules of the Cobas 8000 series (Roche Diagnostics).

### Gene expression analysis

RNA isolation was performed using the NucleoSpin RNA (Cat# 740,955, Macherey Nagel) or the RNeasy Plus Universal Mini kit (Cat# 73,404, QIAGEN). Reverse transcription was performed with GoScript™ (Cat# A5003, Promega). GoTaq qPCR Master Mix (Cat# A4472919, Promega) was used for real-time PCR (ViiA7, Thermo Fisher Scientific). Primer sequences (Microsynth) are listed in Additional File: Table S2.

### Single-cell RNA-sequencing

Lamina propria cells positive for CD11b and positive either for Ly6C, CD64, or both, were sorted in parallel in a single batch from 2 controls and 2 mice exposed to DEP. Cell suspensions were loaded on the wells of a single 10× Genomics Chromium Single Cell Controller (one well per mouse replicate). Single-cell capture and cDNA and library preparation were performed with a Single Cell 3’ v2 Reagent Kit (10× Genomics) according to the manufacturer’s instructions.

Quality control of the libraries produced was done by a fragment analyzer system utilizing capillary electrophoresis. Afterwards, sequencing was performed on one flow-cell of an Illumina NexSeq 500 machine at the ETH Zurich Genomics Facility in Basel. In total, 353,174,232 reads were sequenced, ranging from 67,486,133 to 108,416,151 per sample. Data were analyzed by the Bioinformatics Core Facility, Department of Biomedicine, University of Basel. Paired-end reads quality was assessed with the FastQC tool (version 0.11.5). Sequencing files were processed with the Cell Ranger software (version 3.0.2, provided by 10× Genomics at https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/3.0 to perform sample and cell demultiplexing, read alignment to the mouse mm10 genome assembly with STAR, and to generate read count table. Default settings and parameters were used, except for the version of STAR updated to 2.6.1a, and the STAR parameters *outSAMmultNmax* set to 1 and *alignIntronMax* set to 10,000. The reference transcriptome “refdata-cellranger-mm10-3.0.0”, provided by 10× Genomics and based on Ensembl release 93, was used (available at http://cf.10xgenomics.com/supp/cell-exp/refdata-cellranger-mm10-3.0.0.tar.gz). The fraction of reads that mapped to the genome ranged between 80.4% and 87% per sample, and Cell Ranger reports indicated sequencing saturations (fraction of reads originating from an already-observed UMI) ranging from 95.6 to 96.9% per sample.

Samples were merged with the “cellranger aggregate” procedure without downsampling. Further analysis was performed starting from the UMI counts matrix by using the dropletUtils (version 1.5.4), scran (version 1.12), and scater (version 1.12) Bioconductor packages, following most steps illustrated in the simpleSingleCell Bioconductor workflow [74].

Based on the clearly bimodal distributions observed across cells, cells were filtered out if they had log_10_ library sizes less than 3 (i.e., a minimum of 1,000 UMIs per library), log_10_ total number of features detected less than 2.5 (i.e. a minimum of 317 genes detected), or if they had 0% (to exclude single nuclei droplets) or more than 7% (to exclude damaged cell droplets) of UMI counts attributed to the mitochondrial genes [75]. Low-abundance genes with average log_2_ counts per million reads lower than 0.002 were filtered out. A doublet detection approach involving *in silico* simulation of doublets from the single-cell expression profiles, as implemented in the scran Bioconductor package, revealed no suspicious cells. 

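No cells were left out as doublets in the values given beside the results. A doublet score of the same kind built here, the share of simulated pairs among the 15 nearest neighbours of a cell, marked 0 cells in each of the 4 mice. The same threshold also found 0 of the 177, 303, 187 and 209 simulated pairs held out as a positive control in mice 14, 15, 2 and 3. The held-out pairs scored above the cells more often than not (area under the curve 0.747 to 0.814), but the threshold of 3 median absolute deviations above the median lay above the highest possible score. The count of 0 from the score built here therefore carries no information on doublets.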

The resulting filtered dataset included expression values for 12,182 genes for 943 cells, ranging from 189 to 334 cells per sample, for a total of 420 PBS cells, and 523 DEP cells. An average of 4,497 UMIs was counted per cell, for an average of 1,336 genes was detected per cell.

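In the deposited table the 943 cells have a mean of 4497 UMIs and 1336 detected genes. The table lists 12576 genes with a symbol and 20 without, each with at least 1 UMI. The filters named above leave every cell in place, with 0 cells below 1000 UMIs, 0 below 317 genes and 0 above 7% mitochondrial UMIs or without any. The mean hides a difference between mice, from 3737 UMIs per cell in PBS mouse 2 and 4039 in DEP mouse 15 to 5039 in DEP mouse 14 and 5415 in PBS mouse 3. The spread within a mouse is wide, for instance from 1016 to 22526 UMIs per cell in DEP mouse 15.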

The expression values (log-transformed UMI counts) were normalized with library size factors estimated from pools of cells determined based on rank correlations cross expression profiles (scran function *quickCluster*). The technical noise was assumed to follow a Poisson distribution, and a mean-variance trend was fitted to the data (*makeTechTrend* function of the scran package with default parameters). This trend was subtracted to the variance of each gene to obtain the residual “biological” component of the variance. After performing a principal component analysis (PCA) on the top 500 most variable genes, the *denoisePCA* function of the scran package was used to choose the number of dimensions to retain in order to denoise the expression matrix.

Clustering cells into putative subpopulations was done on normalized and denoised log-counts values by using hierarchical clustering on the Euclidean distances between cells (with Ward’s criterion to minimize the total variance within each cluster; package cluster version 2.0.9). The cell clusters were identified by applying a dynamic tree cut (package dynamicTreeCut, version 1.63-1), which resulted in 4 clusters. The R package SingleR was used for reference-based annotation of the cell type of cells in our dataset. We used the Immunological Genome Project (ImmGen) mouse database as reference, and we filtered out the 31 cells (out of a grand total of 943 high quality cells) not annotated as “Monocytes” or “Macrophages” as these likely represented contaminants.

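SingleR and its reference were not used here. In their place, cells with a UMI of at least 3 markers of another cell class were left out, which removed 67 of 943 cells. Of these, 49 carried B or plasma cell markers, 6 T cell, 6 epithelial, 4 stromal or endothelial and 2 NK cell or innate lymphoid cell markers. By mouse they were 12 of 189 and 31 of 334 cells upon DEP, and 13 of 200 and 11 of 220 cells upon PBS. Requiring 2 markers would have removed 226 cells. Immunoglobulin transcripts are abundant enough to enter droplets as free RNA, so a cell with B or plasma cell markers need not be one.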

Differential expression between DEP cells and PBS cells stratified by differentiation stage was performed by using a pseudo-bulk approach. The UMI counts of cells from each sample and each cluster were aggregated. Cells from cluster 4 were ignored because they most likely represent damaged or low-quality cells (i.e., they displayed no expression of specific marker genes and have a higher fraction of reads coming from mitochondrial genes). Additionally, an “overall” analysis was performed where UMI counts of all cells from each sample were pooled. 

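In the clustering used here each of the 4 clusters was named by macrophage markers, but Ccr2−-like cluster 2 stood out by its mitochondrial transcripts. Its median mitochondrial share was 3.27% of UMIs, against 1.55% in the Ccr2+-like cluster and 1.65% and 1.64% in Ccr2−-like clusters 1 and 3. The transcripts mt-Co1, mt-Co2, mt-Atp6, mt-Cytb, mt-Nd4 and mt-Nd1 were among the 10 genes that led it, and none of the 13 markers of Ccr2− macrophages was, although 11 of these were higher in its cells than in the others. Cluster 3 likewise had none of these markers among its 10 leading genes, with 9 of 13 higher. Damaged cells among them are therefore not excluded. Its cells were kept by the naming rule. Leaving them out, a setting chosen after seeing the data, gave 0 called genes over all cells with edgeR's quasi-likelihood test. Plac8 then had an adjusted p of 0.109 at the same log2 fold change. The cells of cluster 2 made up 19.8% and 17.5% of cells upon DEP and 10.7% and 30.1% upon PBS, so that the PBS mice lay on both sides of the DEP mice.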

The resulting 16 pseudo-bulk samples were then treated as bulk RNA-seq samples for differential expression analysis. Genes were filtered to keep those with counts per million reads sequenced values higher than 1 in at least 2 samples, and detected in at least 5% of the cells of the cluster considered. The package edgeR (version 3.24.3) was used to perform TMM normalization, and to test for differential expression with the Generalized Linear Model (GLM) framework. Genes with a false discovery rate (Benjamini-Hochberg method) lower than 5% were considered differentially expressed. Gene set enrichment analysis was performed with the function camera of the limma package (version 3.44.3) by using the default parameter value of 0.01 for the correlations of genes within gene sets, on gene sets from the Hallmark collection of the Molecular Signature Database (MSigDB, version 6.0). We considered only sets containing more than 5 genes, and gene sets with a false discovery rate (Benjamini-Hochberg method) lower than 20% were considered to be significant. Remaining statistical analysis on the expression dataset analysis and plotting were performed with the R software (version 3.6.0).

### In vitro DEP exposure and Nlrp3 inhibition

Peritoneal macrophages were isolated from wild-type and Nlrp3-/- mice by abdominal lavage. At least 3 to 4 mice were pooled for each experiment. Cells were seeded in a 48-well flat-bottom cell culture plate at a density of 4 × 10^5^/well in RPMI-1640 media. Peritoneal macrophages were primed 6 h with 100ng/mL lipolysaccharide (LPS; Sigma), 30 min prior to exposure to 125 µg/mL DEP or PBS in 250µL/well (31.25 µg/well) overnight (16 h), the cells were pre-incubated with 5µM MCC950 (NLRP3-specific inhibitor; Cat# AG-CR1-3615, Adipogen). At the end of the incubation period, supernatants were collected, and stored at -75^o^C until further use.

### IL-1β antibody treatment

After 4 months of DEP or PBS exposure, mice received 10 mg/kg IL-1β antibody (01BSUR; with the same specificity as canakinumab and as used by other groups [76, 77], Novartis) or isotype control (anti-cyclosporin A, Novartis) i.p. once weekly (MTA Novartis). From week 3 on, mice received once weekly 5 mg/kg.

### Data Availability

scRNA-seq data is available in Gene Expression Omnibus (GEO) under the accession number GSE133406. The data can be accessed using the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133406. Password: ovgjowmsfnevfwr.

### Quantification and statistical analysis

Data are expressed as mean ± SEM. Unpaired Mann-Whitney U test was used for statistical significance (GraphPad Prism, Version 8). p-value < 0.05 was considered statistically significant. GTT data were tested by two-way ANOVA, followed by Sidak’s multiple comparisons test. GTT data show one representative experiment, all other data are pooled.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

Data analyzed during the current study are available from the corresponding author upon request. scRNA-seq data is available in Gene Expression Omnibus (GEO) under the accession number GSE133406. The data can be accessed using the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133406 Password: ovgjowmsfnevfwr.

## Abbreviations

ALAT: Alanine transaminase
AP: Alkaline phosphatase
ASAT: Aspartate transaminase
DEP: Diesel exhaust particles
DP: Double positive
EDTA: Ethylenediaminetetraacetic acid
FACS: Fluorescence Activated Cell Sorting
GTT: Glucose tolerance test
HBSS: Hanks’ Balanced Salt solution
IBD: Inflammatory bowel disease
IEL: Intraepithelial lymphocytes
IL-1β: Interleukin-1β
IL-6: Interleukin-6
i.p.: intraperitoneal
NLRP3: NOD-, LRR- and pyrin domain-containing protein 3
PBS: Phosphate-buffered saline
SEM: Standard Error of the Mean
TNF: Tumor necrosis factor

# Supplementary material for: Diesel Exhaust Particle (DEP)-induced glucose intolerance is driven by an intestinal innate immune response and NLRP3 activation in mice
**Source:** Part Fibre Toxicol. 2023 Jul 3;20:25. doi: 10.1186/s12989-023-00536-8
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Additional file 1: Figures and Tables**

**Diesel exhaust particle (DEP)-induced glucose intolerance is driven by an**

**intestinal innate immune response and NLRP3 activation in mice**

**Authors:** Angela J. T. Bosch^1^, Theresa V. Rohm^1^, Shefaa AlAsfoor^1^, Andy J. Y. Low^1^, Zora Baumann^1^, Neena Parayil^1^, Faiza Noreen^1,3^, Julien Roux^1,3^, Daniel T. Meier^1^, Claudia Cavelti-Weder^1,4,5*^

**
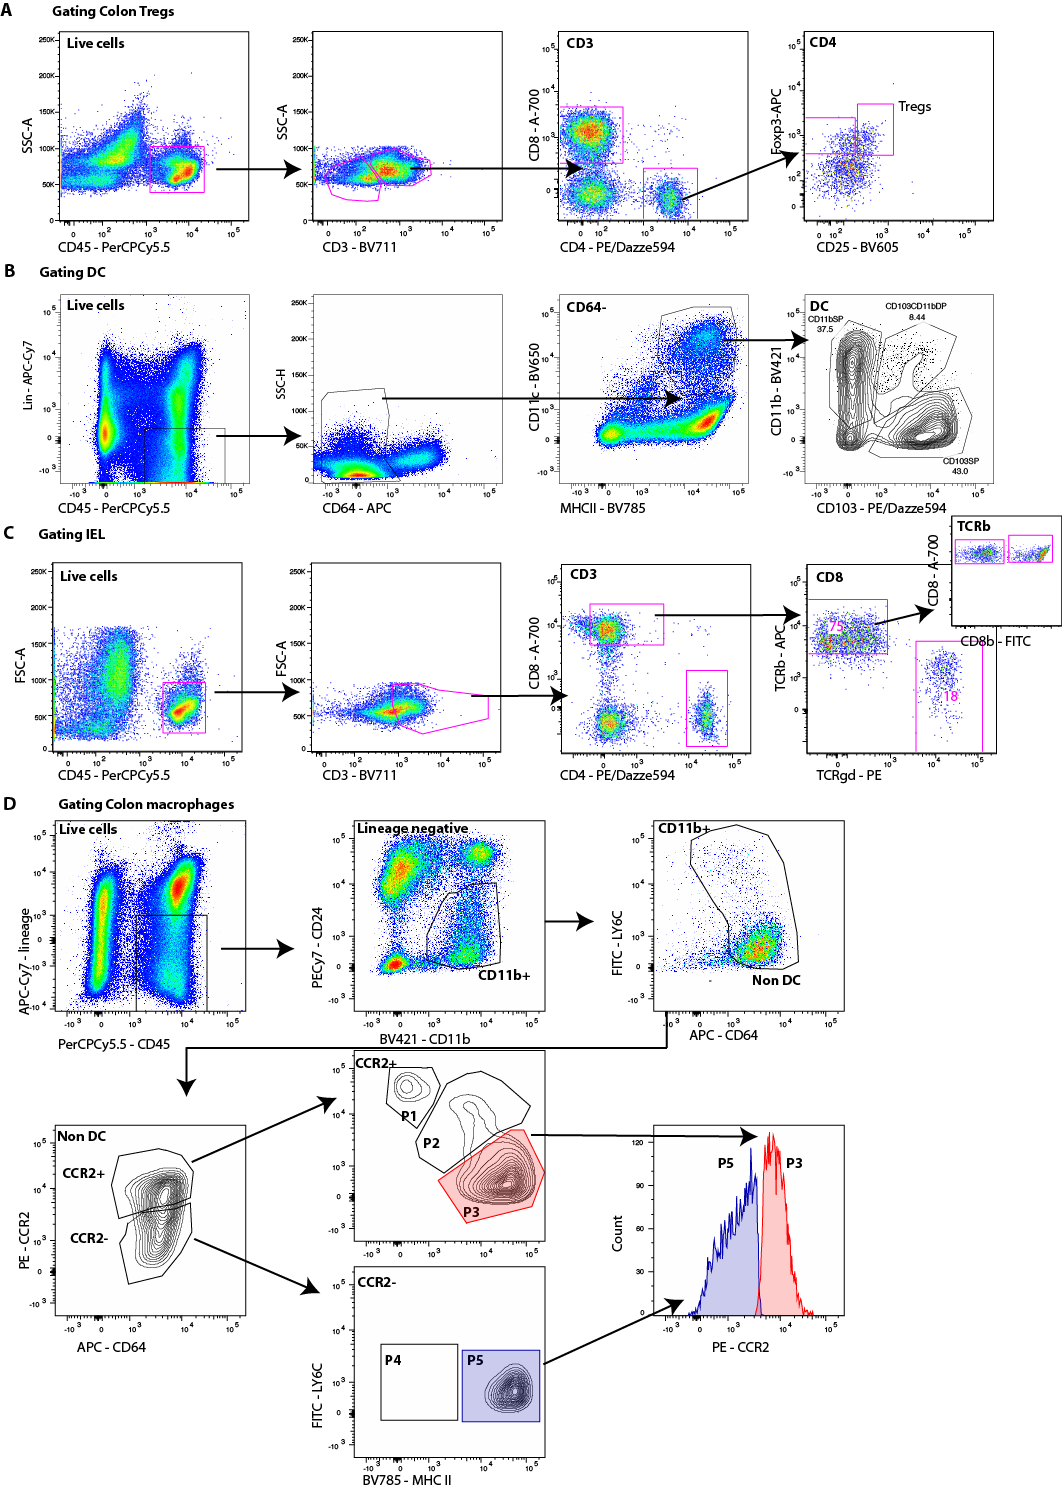
**

**Additional file 1: Figure S1: Gating strategy of colon immune cells.** All gating strategies included a gate for lymphocytes, followed by doublet exclusion and exclusion of dead cells **A** T-cells were defined as CD45^+^/CD3^+^ and either CD8^+^ or CD4^+^, the latter ones were further analyzed for regulatory T cells defined as Foxp3^+^ and CD25^+^. **B** Colon DC were defined as positive for CD45 and negative for lineage markers (lineage cocktail included CD3, CD19, GR1.1 and NK1.1), as well as negative for the expression of CD64. The remaining cells were gated for MHCII and CD11c to identify DC. For determination of subgroups DC were gated for CD103 and CD11b. **C** For intraepithelial lymphocyte (IELs) assessment CD45^+^ cells were gated for CD3^+^ cells and further divided into CD4^+^ and CD8^+^ T-cells, CD8^+^ T-cells were further gated for expression of TCRαβ, TCRγδ, CD8αα, and CD8αβ. **D** To identify colon macrophages, cells isolated from the lamina propria were first gated for the expression of CD45 and the absence of lineage markers (lineage cocktail included CD3, CD19, GR1.1 and NK1.1). The cells were further gated for CD11b and absence of CD24 expression. In a subsequent gate, cells that were double negative for Ly6C and CD64 were excluded, and the remaining cells were further gated for the expression of CCR2. CCR2+ colon macrophages were defined as inflammatory macrophages, this subset could be further divided into 3 different subpopulations P1-P3, where the expression of Ly6C is lost and MHCII expression acquired. The CCR2- population was defined as anti-inflammatory colon macrophages with two subpopulations P4 and P5. In respect to the expression of Ly6C and MHCII P3 and P5 could not be separated, however the two populations clearly differ in their CCR2 expression.

**Additional file 1: Figure S2: Ahrr methylation and gene expression are unchanged upon diesel exposure.** **A** The UCSC browser view showing Ahrr. In green is CpG island track. Primers were designed to detect methylation levels at both CpG islands in Ahrr gene. Schematic shows two sequencing regions, identifying methylation status of 26CpGs (Region 1: 10CpGs; Region 2: 16CpGs) with Ahrr sequencing primer positions (arrows), CpGs analyzed (black vertical lines), CpGs not analyzed (grey vertical lines). **B** Left: scatter plot showing mean methylation levels for each CpG in PBS (controls, n=6) and DEP exposed mice (n=6). Each circle represents one CpG. Right: boxplots of the resultant methylation levels on all 26CpGs per mouse. Shown are median (line) and mean (black circle). **C** Ahrr gene expression in colon of mice exposed for 9 months with PBS or DEP. A,B represent one experiment, C pooled data from two independent experiments. Data are presented as mean±SEM and compared by a two-tailed, unpaired with Mann-Whitney U test.

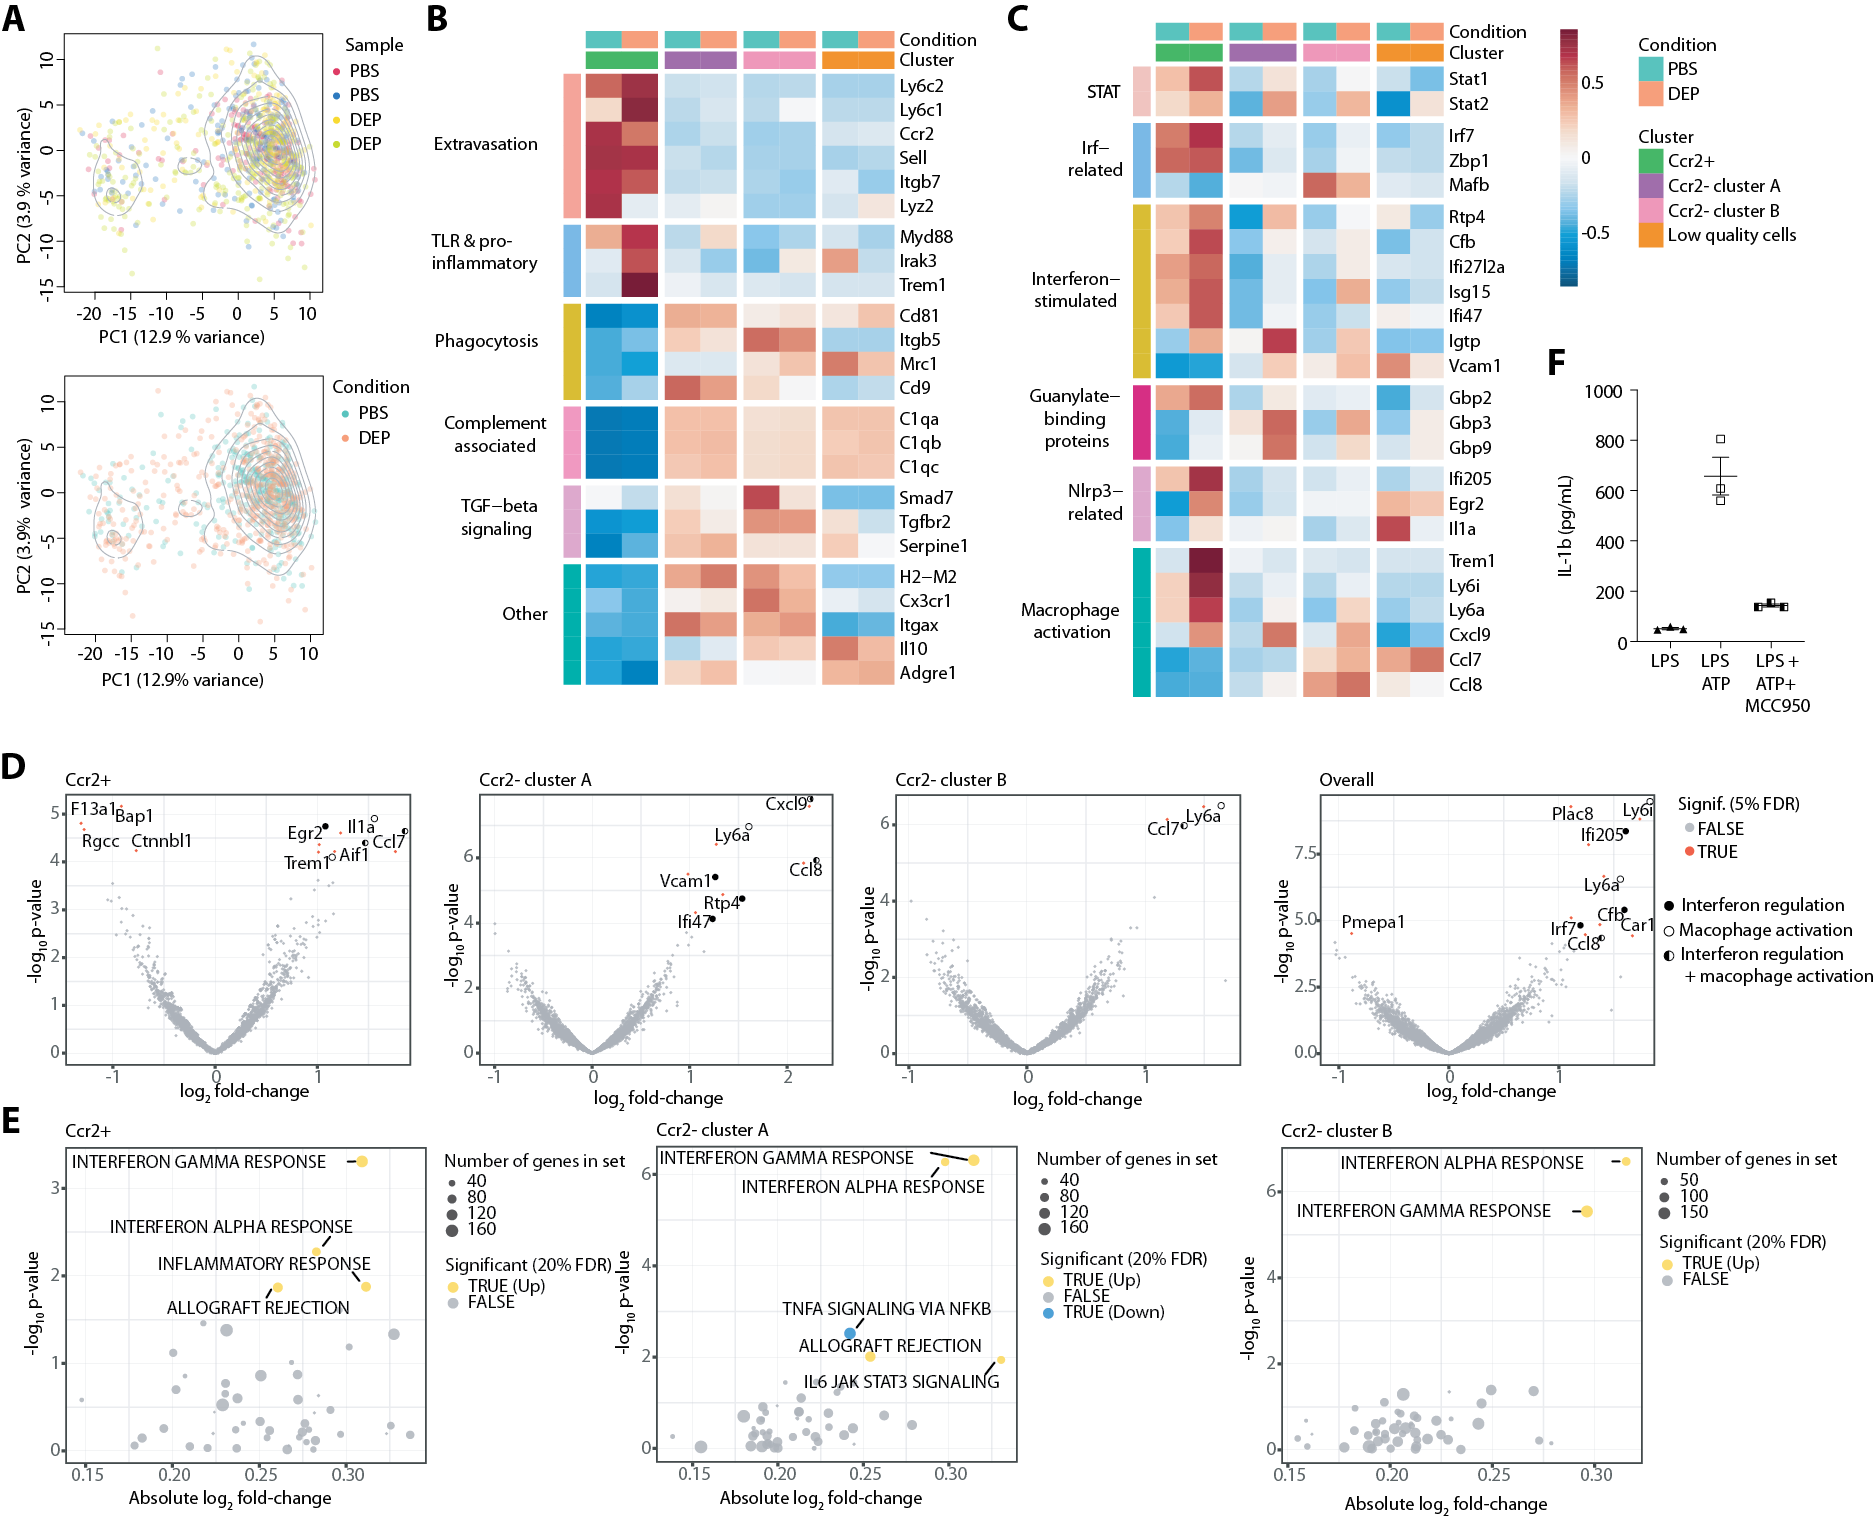

**Additional file 1: Figure S3: Differences in genes expression in mice exposed to diesel. A** Principal component analysis of colon macrophages showing *Ccr2*^+^ and *Ccr2*^-^ subpopulations (colors represent different clusters; contour lines indicate cell density) for each sample and per condition (diesel exhaust particles (DEP), phosphate-buffered saline (PBS)). **B** Functionally defined subsets of selected marker genes up- or downregulated during differentiation from *Ccr2*^+^ to *Ccr2*^-^ colon macrophages of mice exposed to DEP or PBS. **C** Heatmap of averaged expression of selected genes from interferon regulation, inflammasome regulation, and macrophage activation in mice exposed to DEP or PBS across clusters and conditions. **D** Volcano plots for the differential expression analysis of FACS sorted colon macrophages from mice exposed to DEP or PBS, from an analysis stratified into the different clusters. Significant genes at an FDR of 5% are shown in red and labelled; non-significant genes are shown in grey. Closed circles indicate genes related to interferon regulation, open circles genes related to macrophage activation, half-open circles to both. **E** Effects of Diesel on MSigDB Hallmark Pathways in *Ccr2*^+^ and *Ccr2*^-^ Colon Macrophages. MSigDB Hallmark pathways that were up- (yellow) or down-regulated (blue) in colon macrophages upon exposure to diesel, from an analysis stratified into *Ccr2*^+^ and *Ccr2*^-^ clusters. Data were obtained from one experiment with a group size of 2 animals per group. **F** Protein expression of IL-1β in the supernatant of peritoneal macrophages isolated from wild-type mice *in vitro* stimulated with LPS±ATP±the NLRP3-inhibitor MCC950. DEP: diesel exhaust particles, PBS: phosphate-buffered saline (control).

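In the Ccr2+-like cluster camera called the interferon gamma list (adjusted p = 6.72e-06, median log2 fold change 0.47, 39 of 43 genes higher) and the type I interferon list (8.07e-04, 0.48, 39 of 49). The inflammatory response list also rose there (adjusted p = 0.0128, median 0.22, 28 of 40 genes higher). Of 10 alternative settings, 5 changed its direction or side of the threshold. For the type I interferon list 3 of 10 did so, and for the interferon gamma list 2 of 10. In Ccr2−-like cluster 1 the type I interferon list (adjusted p = 4.86e-08, median 0.44, 34 of 42 genes higher) and the interferon gamma list (1.51e-05, 0.31, 36 of 44) rose, and the inflammatory response list did not pass (adjusted p = 0.590). In cluster 2 the interferon gamma list (adjusted p = 6.21e-05, 39 of 44 genes higher) and the type I interferon list (0.00753, 28 of 41) rose. The NF-kB immediate response list fell there (adjusted p = 1.39e-06, median -0.40, 5 of 48 genes higher), as did the oxidative stress list (adjusted p = 0.160). For the inflammatory response list in cluster 2 the test pointed down while the mean (0.01) and the median (0.15) were above 0. In cluster 3 the interferon gamma list rose (adjusted p = 0.0227), the NF-kB list fell (0.00168, 10 of 49 genes higher) and the type I interferon list did not pass (0.489). Whether these list effects differ between clusters was not tested. Reactome pathways gave 0 calls in the Ccr2+-like cluster and in clusters 1 and 3, and 1 up and 13 down in cluster 2, the latter mostly pathways of translation.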

**Additional file 1: Tables**

Additional file 1: Table S1. Reagent and resource table.

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| **Housekeeping genes** | | |
| ***B2m*** | 5′ TTCTGGTGCTTGTCTCACTGA | 5′ CAGTATGTTCGGCTTCCCATTC |
| ***Ppia*** | 5′ GAGCTGTTTGCAGACAAAGTTC | 5′ CCCTGGCACATGAATCCTGG |
| **Inflammation markers** | | |
| ***Tnf*** | 5′ ACTGAACTTCGGGGTGATCG | 5′ TGAGGGTCTGGGCCATAGAA |
| ***Il6*** | 5′ GGATACCACTCCCAACAGACCT | 5′ GCCATTGCACAACTCTTTTCTC |
| ***Il1b*** | 5′ GCAACTGTTCCTGAACTCAACT | 5′ ATCTTTTGGGGTCCGTCAACT |
| ***Cxcl1 (KC)*** | 5′ CTGGGATTCACCTCAAGAACATC | 5′ CAGGGTCAAGGCAAGCCTC |
| ***Il10*** | 5′ AGGCGCTGTCATCGATTTCTC | 5′ GCCTTGTAGACACCTTGGTCTT |
| ***Il18*** | 5′TCTTGCGTCAACTTCAAGGA | 5′GTGAAGTCGGCCAAAGTTGT |
| ***Il22*** | 5′TTG AGG TGT CCA ACT TCC AGC A | 5′AGC CGG ACG TCT GTG TTG TTA |
| ***Tgfb1*** | 5′CTCTCCACCTGCAAGACCAT | 5′CGAGCCTTAGTTTGGACAGG |
| ***Tgfb2*** | 5′GAAATACGCCCAAGATCGAA | 5′TGTCACCGTGATTTTCGTGT |
| ***Ifng*** | 5′GTCTCTTCTTGGATATCTGGAGGAACT | 5′GTAGTAATCAGGTGTGATTCAATGACGC |
| ***Il17*** | 5′ATC AGG ACG CGC AAA CAT GA | 5′TTG GAC ACG CTG AGC TTT GA |
| **Immune cells** | | |
| ***Cd68*** | 5′ GCAGCACAGTGGACATTCAT | 5′ AGAGAAACATGGCCC GAAGT |
| ***Adgre1 (Emr1)*** | 5′ GCC CAG GAGTGGAATGTCAA | 5′ CAGACACTCATCAACATCTGCG |
| ***Ly6c1*** | 5’GCA GTG CTA CGA GTG CTA TGG | 5’ACT GAC GGG TCT TTA GTT TCC TT |
| **Beta-cell identity** | | |
| ***Pdx1*** | 5′CCC CAG TTT ACA AGC TCG CT | 5′CTC GGT TCC ATT CGG GAA AGG |
| ***Foxo1*** | 5′GTA CGC CGA CCT CAT CAC CA | 5′TGC TGT CGC CCT TAT CCT TG |
| ***Ins2*** | 5′CCC TGC TGG CCC TGC TCT T | 5′AGG TCT GAA GGT CAC CTG CT |

**Additional file 1: Table S2. Primers sequences used for quantitative real time-PCR.**

| **Gene** | **Primer** | **Sequence (5’-3’)** |
| --- | --- | --- |
| ***Ahrr*** | Forward1 | TGGGATTTGGTTTTAGATTAGAGAAG |
|  | Reverse1 | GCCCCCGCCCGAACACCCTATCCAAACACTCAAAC |
|  | Forward-nested1 | GTTTTAGATTAGAGAAGGAAAGTTTTAT |
|  | Sequencing-S1 | GAAGGAAAGTTTTATTTTAGT |
|  |  |  |
|  | Forward2 | AGTTTAAGTTGAGTTTTTGGGAT |
|  | Reverse2 | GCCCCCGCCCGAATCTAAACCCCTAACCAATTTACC |
|  | Sequencing-S2 | GTTGAGTTTTTGGGATTT |
|  |  |  |
| Universal primer |  | Biotin-GCCCCCGCCCG |

Additional file 1: Table S3. Pyrosequencing primer sequences. Sequence underlined represents the 11-base tag.

How the deposited data were processed for this re-analysis (not part of the article)

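Lamina propria macrophages of the colon were sequenced as single cells from 2 mice exposed to DEP and 2 exposed to PBS. Both groups were sorted in a single batch with one well per mouse, so that a difference between wells cannot be separated from one between mice. The authors aligned the reads with Cell Ranger to mm10 with Ensembl annotation, counted UMIs per gene and cell, merged the mice without downsampling, filtered cells on UMIs, genes and mitochondrial share, and deposited the raw UMI counts as 1 table with the mouse of each cell in its column name. The values are whole counts without normalization. Gene positions are those of GRCm38.

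From these counts the cells were processed in R 4.3.3 with scran 1.30.0 and scater 1.30.1 after the paper's methods. The steps were pooled size factors, a Poisson trend, principal components of the 500 most variable genes and Ward clustering on Euclidean distances, with the tree divided into 4 clusters. The tool the paper used for dividing the tree, its cell type annotation and the Hallmark gene sets were not used here. Cells with a UMI of 3 or more markers of 1 other cell class were left out in place of that annotation. Clusters were named by markers of macrophages and other cell types fixed beforehand.

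UMI counts were summed per mouse over all cells and per cluster. DEP was compared with PBS by edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) with the paper's filter of more than 1 CPM in at least 2 libraries and detection in 5% of cells, at an adjusted p under 0.05. CPM values of the comparisons were calculated from the deposited counts with TMM factors, and those of markers per cluster without them. Only the 4 libraries of a comparison entered its fit. Gene lists were tested with camera of limma 3.58.1, and Reactome sets came with fgsea 1.28.0. DESeq2 1.42.0 was one of the alternatives. Lists needed at least 6 tested genes, which the aryl hydrocarbon receptor and epithelial lists did not reach in any comparison. Shares of cells were compared by exact two-sided permutation over mice in Python 3.11.15 with scipy 1.17.1, with exact binomial intervals at 95%.

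The text names each gene that the paper names for this experiment and, per comparison, the 5 genes with the largest absolute log2 fold change among those past the threshold with both DEP mice on 1 side of both PBS mice. Genes given as leading a cluster fall outside this rule. Igkc and the other genes given only as members of a short count were named after their values were seen. The doublet score and the ratios with counting intervals were likewise chosen after the data were seen.

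The depth was 871350 and 1173600 UMIs per DEP mouse and 684426 and 1077470 per PBS mouse over the retained cells, and far less per cluster. The tests were run on simulated data with 200 changed genes per comparison. The share recovered was 70.5% over all cells, 51.0% in Ccr2−-like cluster 1 and between 3.50% and 18.5% in the other clusters, so that a low count of genes in those others says little. These shares hold for 200 changed genes and may be lower when fewer genes change. Alternatives were other normalizations and tests, other filters on genes and cells, other numbers of clusters, thinned counts, matched shares of clusters, a joint fit and each mouse left out in turn. The groups share no mouse or replicate number, and no batch other than the well is known.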

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

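Igkc was tested on its own cells only after its fold change had been seen, so all 3 tests given for it were chosen after the result, and the share of B or plasma cell-like cells was not tested further.

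Igkc (chromosome 6, 70726435 to 70726966 in GRCm38), the constant region of the immunoglobulin kappa chain, is a gene of B and plasma cells that the paper does not discuss. In Ccr2+-like cells its log2 fold change upon DEP was 2.62 (standard error 0.376, adjusted p = 0.304 from edgeR's quasi-likelihood test), and both DEP mice lay above both PBS mice. Its level was 427 and 474 CPM in the DEP mice and 29.8 and 95.9 CPM in the PBS mice, from 72, 109, 2 and 13 UMIs. It was not past the threshold, but DESeq2 called it with Ccl8, as its 2 genes in these cells. Plasma cells left among the retained cells are argued against, since cells with more than 10 Igkc UMIs held 11.1% of the Igkc UMIs in Ccr2+-like cells of the DEP mice. A difference in depth is argued against as well: after thinning to 1000 UMIs per cell, 26.6% (exact 95% interval 19.1% to 35.1%) of the pooled Ccr2+-like cells of the DEP mice had an Igkc UMI, against 6.67% (1.85% to 16.2%) of those of the PBS mice. Free RNA from plasma cells in the suspension stays open. It would give both macrophage classes of a mouse a like share of cells with a UMI, and the classes differed in 1 of 4 mice, DEP mouse 15, where Ccr2+-like cells had the lower share (24.4% against 40.0% of thinned cells, Fisher's exact p = 0.0139). In the Ccr2−-like cells the share of thinned cells with an Igkc UMI was 24.4% and 40.0% upon DEP against 18.9% and 14.0% upon PBS, while the highest CPM (618) was that of PBS mouse 2, where 5 cells held 76.0% of the Igkc UMIs of the retained cells. A candidate explanation is therefore more immunoglobulin RNA in the suspensions of the DEP mice. Whether DEP changes the plasma cells of the colon was not tested.

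With no cells removed as contaminants, a B or plasma cell-like cluster of 29 cells appeared. It held 8 of 189 and 16 of 334 cells of the DEP mice (4.23% and 4.79%) and 3 of 200 and 2 of 220 cells of the PBS mice (1.50% and 0.909%), a difference of 3.31 percentage points. In an exact two-sided permutation test 2 of the 6 arrangements match it, the fewest possible, and the exact 95% intervals of single mice overlap (1.84% to 8.17% in DEP mouse 14 and 0.310% to 4.32% in PBS mouse 2). The sort was for macrophages, so the share of such cells can differ through the sort as well as through the tissue, and neither was tested.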

How the results depend on the processing

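The settings marked here as added were chosen only after the data were seen. Comparisons were recomputed under 160 combinations of result and setting, of which 111 kept their direction and side of the threshold, or a count within 1.5 times. Of the others 40 moved, 3 became stronger, 4 became weaker and 2 reversed, both for the inflammatory response list. Among 592 for single lists and genes, 484 did so and 21 reversed. For the 20 fold changes set beside those of Figure S3D, none of 338 recomputed values reversed. Ly6a and Ccl8 each enter these 20 in cluster 1 and over all cells. Some settings could not change a result. Dividing the same tree into 3, 5 or 6 clusters left the Ccr2+-like cells the same. For these cells such settings enter the totals as unchanged, so the totals overstate the stability.

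Over all cells edgeR's quasi-likelihood test called 1 gene. The likelihood ratio test called 6, the test without a filter on low genes 2, with filterByExpr 2, and with cells of 2 or more contaminant markers left out 2. The likelihood ratio test with no contaminants removed (added) called 7, and the fit without Ccr2−-like cluster 2 (added) 0, with Plac8 at an adjusted p of 0.109. Leaving out a mouse gave 7 to 32 genes, namely 32 without DEP mouse 14, 23 without DEP mouse 15, 7 without PBS mouse 2 and 12 without PBS mouse 3. In each of these fits the lone mouse of a group is assumed to vary like the others. Plac8 was called in each of these 4, and on cells matched in cluster shares the 1 gene called was Igkc.

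In the Ccr2+-like cluster (0 called) DESeq2 called 2 genes, the likelihood ratio test 4, no contaminants removed 1, the likelihood ratio test with that (added) 5, the joint fit 2 and the joint likelihood ratio test (added) 4. Leaving out any mouse gave 0. In Ccr2−-like cluster 1 (1 called) DESeq2, no filter, filterByExpr, thinning and 2 or more contaminant markers each gave 0, the likelihood ratio test 2, and leaving out a mouse 0 to 33 (21 without DEP mouse 14, 33 without DEP mouse 15, 0 without PBS mouse 2 and 1 without PBS mouse 3). In cluster 2 (0 called) the likelihood ratio test, the quasi-likelihood test of edgeR 3 (added), the joint fit and the joint likelihood ratio test (added) each gave 1. In cluster 3 (0 called) the likelihood ratio test gave 8, with no contaminants removed (added) 9, the joint likelihood ratio test (added) 5, and leaving out a mouse 0 to 15 (4 without PBS mouse 2 and 15 without PBS mouse 3). All Ccr2−-like cells summed gave 2. For the more permissive likelihood ratio test and for the fits with fewer mice the cause of the higher counts was not tested. The interaction stayed at 0 in all 7 settings.

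The share of Ccr2+-like cells was 12.0 points higher upon DEP and stayed between 9.29 and 14.8 in the other settings that cluster cells at full depth, and between 9.10 and 13.2 in 10 clusterings of thinned cells (added), each with the DEP mean above the PBS mean. The share of cells without a C1q UMI gave 3.68 points and the share with a Ccr2 UMI 5.69. The cause was not tested, apart from depth, which thinning evened out.

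For gene lists over all cells, camera called 3 lists. With an estimated inter-gene correlation 0 passed and with fry 0, and leaving out a mouse gave 3 to 5. The interferon gamma list had an adjusted p of 0.876 and 0.725, and the type I interferon list 0.808 and 0.725, under these settings, whose construction allows for genes that move together. Without a filter on low genes the inflammatory response list passed over all cells (0.0843), and leaving out a mouse moved it between 2.03e-04 (without DEP mouse 14) and 0.792 (without PBS mouse 3), with the direction reversed without DEP mouse 15 or PBS mouse 3.

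Lists that reversed had these adjusted p values. With the paper's genes left out, the NF-kB list in Ccr2+-like cells had 0.791. Without a filter the cell death list had 0.945, 0.840 and 0.800 in Ccr2−-like clusters 1, 2 and 3. Under fry the inflammatory list had 0.908 in cluster 2. With a mouse left out, lists that reversed at least once ranged as follows over all cells: NF-kB 9.07e-08 to 0.261, dissociation stress 1.11e-04 to 0.836 and inflammasome 0.261 to 0.949. In Ccr2+-like cells the ranges were 0.00605 to 0.844 for NF-kB and 0.315 to 0.844 for cell death. In cluster 1 they were 0.00233 to 0.784 for NF-kB and 0.00162 to 0.683 for the inflammatory list. In cluster 2 cell death ranged from 0.396 to 0.961. In cluster 3 the ranges were 0.478 to 0.950 for cell death, 0.0344 to 0.701 for the inflammatory list, 2.66e-05 to 0.701 for interferon gamma and 0.00840 to 0.701 for type I interferon. The cause was not tested.

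Each cluster was named by its markers, so leaving out an unnamed cluster could not be run, and leaving out cluster 2, which had the highest mitochondrial share, was added in its place. With no contaminants removed no cluster matched cluster 2. No paired analysis was possible because the DEP and PBS mice share no replicate number.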

Differences from the paper's values

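Among the comparisons below, the likelihood ratio tests in a joint fit and with no contaminants removed were chosen only after the data were seen. The other alternatives were set before the data were examined. Values of the paper's figures were read by eye.

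The paper's text gives 31 cells removed as neither monocytes nor macrophages. The marker rule used here removed 67 cells, 226 with 2 markers and 0 without removal, so no alternative comes close to the paper's number. The paper used SingleR and the rule here counts markers.

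The paper names the GLM framework of edgeR and does not say which of its tests was used or whether clusters were fitted jointly, so a part of the gaps in the counts below can lie in that choice. It labels about 9 differentially expressed genes in Ccr2+ cells in Figure S3D, read by eye. Here 0 were called, 0 to 4 in the alternatives set before the data were examined, and at most 5 in those chosen after seeing the values (the likelihood ratio test with no contaminants removed), and none of them reaches the paper's number. For Ccr2− cells the paper labels about 6 genes in Figure S3D, read by eye, in the cluster set beside cluster 1, against 1 here and 0 to 33 in the alternatives, none within range. Over all cells it labels about 9 in Figure S3D, read by eye, against 1 here. The likelihood ratio test (6), leaving out PBS mouse 2 (7) and leaving out PBS mouse 3 (12) fall within 1.5 times of that, and the other alternatives set before the data were examined do not. Of those chosen after seeing the values, the likelihood ratio test with no contaminants removed (7) falls within it too.

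Of 20 fold changes compared (Ly6a and Ccl8 each in cluster 1 and over all cells), all 20 had the paper's sign and 8 differed by more than the standard error. Ly6a and Ccl7 as marked in the paper's second Ccr2− cluster were not compared, since that cluster was not matched to one found here. In Ccr2+ cells the paper's log2 fold change, each in Figure S3D and read by eye, is about -0.77 for Ctnnbl1, about 1.0 for Egr2 and about 1.2 for Il1a, against -2.21, 3.15 and 2.98 here, and no alternative comes within range. For Trem1 it is about 1.0 in Figure S3D against 3.25 here, within range only without PBS mouse 3. For Aif1 it is about 1.2 in Figure S3D against 0.69 here, within range without DEP mouse 15, without PBS mouse 3 and with 2 contaminant markers, and not otherwise. The fitted values of Egr2, Il1a and Trem1 depend on the prior count, since the PBS mice hold 1, 2 and 1 UMIs.

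In Ccr2−-like cluster 1 the paper's Cxcl9 is about 2.2 in Figure S3D against 3.21 here, within range with DESeq2, without DEP mouse 15, without PBS mouse 3, with no contaminants removed and with 2 contaminant markers. Its Ccl8 is about 2.2 in Figure S3D against 1.54 here, within range with DESeq2, without PBS mouse 2 and with 2 contaminant markers. Its Ifi47 is about 1.1 in Figure S3D against 1.63 here, within range with DESeq2, without DEP mouse 14, without PBS mouse 3, with no contaminants removed and with 2 contaminant markers. The other alternatives do not come within range. DESeq2 comes within range for Cxcl9, Ccl8 and Ifi47 only because its standard errors are larger, at log2 fold changes of 3.16, 1.54 and 1.68.

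Several settings call genes that the paper labels and the quasi-likelihood test on all mice does not. The likelihood ratio test calls F13a1 in Ccr2+-like cells, and Ifi205, Irf7, Ly6a and Pmepa1 over all cells. With no contaminants removed, chosen after seeing the values, it calls F13a1, Rgcc and Ccl7 in Ccr2+-like cells, leaving 6 of the 9 uncalled, and Ifi205, Irf7, Ly6a, Plac8 and Pmepa1 over all cells, leaving 4 of the 9. The joint likelihood ratio test, also chosen after seeing the values, calls Ccl7 in Ccr2+-like cells and leaves 8 of the 9. Leaving out DEP mouse 15 calls all 6 in cluster 1 (Cxcl9, Ccl8, Vcam1, Rtp4, Ifi47 and Ly6a), and Ccl8, Cfb, Ifi205, Irf7 and Ly6a over all cells. Leaving out DEP mouse 14 calls Ccl8 and Cxcl9 in cluster 1, and Ifi205, Ly6a and Pmepa1 over all cells, and leaving out PBS mouse 2 calls Cfb and Ifi205 over all cells. With no contaminants removed the quasi-likelihood test calls Ly6a in cluster 1.

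The paper states that the inflammatory response pathway is up-regulated. The inflammatory list used here, which is not the Hallmark set, did not pass over all cells with limma's camera (adjusted p = 0.298). With camera it passed there without a filter on low genes (0.0843) and without DEP mouse 14 or PBS mouse 2, and it passed in the Ccr2+-like cluster (0.0128). The paper takes its cluster 4 as most likely damaged or low-quality cells without specific markers, and no cluster without markers was found here. Cluster 2 has the higher mitochondrial share of that description but carries macrophage markers, and whether it holds the paper's cluster 4 was not tested. Bap1 in Ccr2+-like cells, and Ly6i, Cfb and Car1 over all cells, which the paper labels, did not pass the filter on low genes here.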

Other observations

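The test of the share in clusterings of thinned cells was chosen only after the shares had been seen. The clustering without called and interferon genes was set before the data were examined, but was used as a test of an explanation only after the shares had been seen. The other tests of this part were set down beforehand.

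Both interferon lists were higher in DEP mice over all cells under camera. A larger share of Ccr2+-like cells in the DEP mice is argued against as the whole cause, since the type I interferon list kept an adjusted p of 1.57e-09 on cells subsampled to equal cluster shares. A difference in depth is argued against by an adjusted p of 1.72e-11 on totals thinned to the smallest library. Whether chance can be excluded cannot be told from 4 mice. Of the 3 splits of the mice into pairs, 1, the real one, gave a type I interferon p as small, and 2 mice against 2 cannot give a share under 0.05. Chance cannot be excluded, and camera also took the list past the threshold in a split with 1 DEP mouse on each side (adjusted p = 5.56e-05). The interferon gamma list passed in every split, upwards in that one (1.18e-04) and downwards in the remaining one (0.00322), so a difference between single mice stays open beside an effect of DEP. More mice per group are needed to tell a difference between single mice from an effect of DEP. Neither list passed under fry (adjusted p = 0.725 for both). This cannot tell too few mice from the lack of an effect, since fry was not tried on simulated data.

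The share of Ccr2+-like cells was higher in both DEP mice. Plac8, Cxcl9 and interferon genes moving cells into the cluster are argued against, since clustering without them left a difference of 11.8 points. Other genes that DEP may change stayed in the clustering, and this test does not cover them. A difference in UMIs per cell between the mice is argued against as the whole cause. In each of 10 clusterings of cells thinned to 1000 UMIs both DEP mice stayed above both PBS mice, with a difference of 9.10 to 13.2 points. The share of thinned cells without C1q UMIs pointed the same way, with a difference of 3.68 points and both DEP mice above both PBS mice. Without thinning the groups overlapped in this share, with 3.95% and 5.28% upon DEP against 4.28% and 3.83% upon PBS. The share with a Ccr2 UMI overlapped between the groups with thinning and without it, so it decides nothing on depth. A C1qa UMI was seen in 34.5% of B or plasma cell-like cells, so free RNA may blur both shares. Recruitment, differentiation or survival upon DEP were not tested.

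Plac8 was the 1 gene called over all cells and also led the Ccr2+-like cluster. If the larger share of these cells were the whole cause, its fold change would vanish at equal cluster shares. It fell from 1.17 to 0.49 (standard error 0.138), which argues against composition as the whole cause, but the call was lost (adjusted p = 0.822). With no gene changed, simulated data gave 2 calls over all cells, so the single call is weak evidence in itself. Within Ccr2+-like cells its log2 fold change was 0.57 (standard error 0.156, adjusted p = 0.906), with 4800 and 4249 CPM in the DEP mice against 3088 and 3026 CPM in the PBS mice. In Ccr2−-like cluster 2 Plac8 had a log2 fold change of -2.05 (0 and 54.5 CPM upon DEP against 191 and 84.9 upon PBS). In clusters 1 and 3 the groups overlapped (0.35 and 1.78). A part of the difference is therefore consistent with the larger share of Ccr2+-like cells.

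The list of NF-kB immediate response genes was lower in DEP mice in Ccr2−-like clusters 2 and 3. Depth is argued against, since the larger adjusted p of both clusters on thinned totals was 0.00436. Less stress from tissue dissociation in the DEP mice cannot be told apart from an effect of DEP. The 10 dissociation genes not shared with the NF-kB list did not fall, with 7 higher in cluster 3 (adjusted p = 0.357) and 6 in cluster 2 (0.949), but they are few and move in both directions. The list did not pass in either cluster under fry (adjusted p = 0.208 and 0.752).

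Nlrp3 (chromosome 11, 59541568 to 59566956) was not higher in macrophages of DEP mice in these data. Over all cells its log2 fold change was -0.50 (standard error 0.275, adjusted p = 0.823 from edgeR's quasi-likelihood test), with 60.8 and 116 CPM in the DEP mice against 154 and 105 CPM in the PBS mice. Over all cells Il1b had -0.27 (adjusted p = 0.850), Pycard -0.11 (0.915), Casp1 0.16 (0.915) and Il18 0.76 (0.748). The values are levels of RNA and say nothing on inflammasome activation.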
